# Adaptation of the Marine Bacterium *Shewanella baltica* to Low Temperature Stress

**DOI:** 10.3390/ijms21124338

**Published:** 2020-06-18

**Authors:** Anna Kloska, Grzegorz M. Cech, Marta Sadowska, Klaudyna Krause, Agnieszka Szalewska-Pałasz, Paweł Olszewski

**Keywords:** *Shewanella baltica*, marine bacteria, prokaryotes, cold stress, transcriptomics, gene expression

## Abstract

Marine bacteria display significant versatility in adaptation to variations in the environment and stress conditions, including temperature shifts. *Shewanella baltica* plays a major role in denitrification and bioremediation in the marine environment, but is also identified to be responsible for spoilage of ice-stored seafood. We aimed to characterize transcriptional response of *S. baltica* to cold stress in order to achieve a better insight into mechanisms governing its adaptation. We exposed bacterial cells to 8 °C for 90 and 180 min, and assessed changes in the bacterial transcriptome with RNA sequencing validated with the RT-qPCR method. We found that *S. baltica* general response to cold stress is associated with massive downregulation of gene expression, which covered about 70% of differentially expressed genes. Enrichment analysis revealed upregulation of only few pathways, including aminoacyl-tRNA biosynthesis, sulfur metabolism and the flagellar assembly process. Downregulation was observed for fatty acid degradation, amino acid metabolism and a bacterial secretion system. We found that the entire type II secretion system was transcriptionally shut down at low temperatures. We also observed transcriptional reprogramming through the induction of RpoE and repression of RpoD sigma factors to mediate the cold stress response. Our study revealed how diverse and complex the cold stress response in *S. baltica* is.

## 1. Introduction

Bacteria had evolved multiple mechanisms for efficient adaptation to changes in their habitats. In particular, in addition to limitations in the nutrient supply, environmental bacteria encounter sudden alterations in the basic physical and chemical parameters of their habitats. The aquatic environment constitutes over 70% of the Earth’s surface and hosts a variety of microorganisms providing biomass and energy production. Marine bacteria display a significant versatility in adaptation to variations in environment and stress conditions, including temperature shifts due to seasonal changes and, even more abrupt, water currents transferring bacteria to new locations (vertically and horizontally) [1]. Among other physical stresses, adjustments to low temperatures have been studied in detail using model microorganisms, such as the well-known mesophilic *Escherichia coli* [2] or *Bacillus subtilis* [3], and environmental species such as *Vibrio harveyi* [4,5,6,7]. Adaptation to the abrupt temperature downshift usually involves an acclimatization stage where the gene expression pattern is reprogrammed to shut down unnecessary processes and induce those beneficial for survival, which is followed by resuming of growth at a rate adapted to the altered condition. For mesophilic bacteria, such adaptation typically involves upregulation of the synthesis of cold shock proteins (Csp) which serve as RNA chaperones, transcription modulators and DNA topology organizers [8,9]. As the low temperature affects bacterial membrane stability and permeability, one of the described responses is related to decreased lipid saturation to prevent membrane stiffness [10,11]. Metabolic changes under cold stress involve repression of typical glycolysis and the tricarboxylic acid (TCA) cycle, in favor of secondary and alternate pathways [10]. Accumulation of specific compatible solutes (glycine, betaine, glycerol, trehalose, sucrose, mannitol, sorbitol) plays an important role in cryoprotection, preventing protein aggregation, free radical accumulation and membrane stabilization [12]. In this process, function of the transmembrane transporters is adjusted accordingly.

Marine bacteria inhabiting the temperate and cold climate zones tend to develop psychrotolerant phenotypes, enabling them not only to survive but also thrive at the suboptimal temperatures. This is achieved by traits allowing for optimization of growth, enzyme functioning, motility and macromolecule synthesis [13,14,15]. Cold adaptation that leads to their optimal activity involves changes in the cell membrane structure and fluidity, protein folding with the help of chaperones, and changes in the nucleic acids topology that affect both, replication and gene expression [16,17,18].

The *Shewanella* genus is one of the most abundant γ-proteobacteria in the marine and fresh water environment. Its metabolic versatility and ability to utilize a variety of extracellular electron acceptors is a key feature in its role in the turnover of organic matter, denitrification and bioremediation [19,20]. In addition, *Shewanella* species are known for their spoilage and decomposing potential even at low temperatures, which indicates that their metabolic processes are active under those conditions [21]. Despite of the reported psychrotrophic features of the *Shewanella* genus representatives, the detailed molecular processes underlying their survival and metabolic activity at low temperature has been studied mostly only for the best known species, such as *Shewanella oneidensis*, for the deep-sea dwelling *Shewanella piezotolerans,* and for the Antarctic species *Shewanella livingstonensis* [22,23,24,25], while other *Shewanella* species provided mostly only some information on the cold-adapted enzymes and relevant processes [26,27]. *Shewanella baltica* is a representative of the *Shewanella* genus inhabiting the Baltic Sea, where it is considered as the main player in reducing nitrates at the redox transition interface and its dominant role in denitrification of this habitat was reported [28,29]. A study of the response of *S. baltica* to various stressors revealed that upon nutrient limitation, heat shock and DNA damage these bacteria induce the stringent response—a global reaction to stress—as one of the ways of dealing with the challenging conditions [30].

As the cold stress response strategy may not be consistent in various bacteria and quite often differs between species, discovering how marine bacteria can cope with temperature shifts would provide valuable information on bacterial adaptability. To this end, the question of *S. baltica* response to low temperatures has not yet been resolved. Therefore, in this work we aimed to characterize transcriptional response of *S. baltica* to cold stress in order to achieve a better insight into mechanisms ensuring its adaptation. We found that the general response of *S. baltica* involves downregulation of gene expression after 90 and 180 min after cold stress onset (approximately 70% of differentially expressed genes); however, expression of genes from several groups and pathways was significantly activated. Here, we discuss a possible role of the observed changes in the gene expression profile in adaptation and survival of cold stress exposed *S. baltica*.

## 2. Results and Discussion

### 2.1. Global Changes in the Transcriptome of S. baltica in Response to Cold Stress

To characterize the transcriptional response of *S. baltica* to cold stress we exposed bacterial cells to 8 °C for 90 and 180 min, followed by RNA sequencing (RNA-seq). 

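*S. baltica* is a Gram-negative marine bacterium that grows in the cold, and its total RNA was sequenced after depletion of ribosomal RNA (rRNA), in strand-specific paired-end libraries. The table of counts holds 1 library of the control (time 0, 20 °C), 2 libraries after 90 min at 8 °C and 2 after 180 min at 8 °C. Their total counts were 28737531 in the control, 33228755 and 31854106 at 90 min, and 35606725 and 28413190 at 180 min. The paper names the strain M1, the sample labels name OS185, and the reads were mapped to the OS185 chromosome. The authors filtered the reads with fastp, and mapped and counted them with Rockhopper. Their table lists 4323 protein-coding genes, 140 RNA genes and 56 predicted RNAs. Raw counts of the annotated genes were tested here with edgeR's quasi-likelihood test after scaling by the trimmed mean of M values (TMM), in 1 fit of the 3 groups. Of 4463 annotated genes, 3932 had enough counts to be tested. A gene is called higher or lower in the cold at the thresholds of the paper, an absolute log2 fold change over 1 and an adjusted p under 0.01. Levels are CPM (counts scaled to a common library size) after TMM scaling, and genes are named by their OS185 locus tags with the product that the authors' table gives. The 38 lists of genes used below were fixed from product names before the deposited counts were examined. Some follow pathways that the paper reports from these same samples, so the choice of lists was not blind to its results. Members were also called with p-values adjusted over their list alone, which could hardly change a count. Counts in a list are to be read against all 3932 genes tested. Of these, 945 were lower and 676 higher at 90 min, and 1054 were lower and 846 higher at 180 min. At 90 min, 3094 of the 3932 genes had an adjusted p under 0.01 at any fold change by the edgeR test. The control has no replicate, so its spread was taken to equal that of the other libraries (biological coefficient of variation 3.63%). No library was kept at 20 °C for 90 or 180 min, so the effect of the cold cannot be told apart from that of elapsed time. The legend of Figure 2 speaks of biological replicates for the RT-qPCR points, but whether the sequenced libraries of a time came from separate cultures is not given in the sources used here, and p-values then measure only the spread between these samples, which may be technical. The median standard error of a log2 fold change was 0.0824 at 90 min and 0.0851 at 180 min. The scaling matters for directions, because the median gene had a log2 fold change of −0.069 at 90 min and −0.085 at 180 min with TMM, −0.35 and −0.40 when scaled to 5 candidate reference genes of the RT-qPCR assay, and −0.67 and −0.94 when scaled to total counts.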

For selection of genes whose expression has significantly changed, we followed the rules of good practice in gene expression analysis [31]. The main role was to filter genes with distinct changes, therefore, our main data set was composed of genes which had at least a two-fold change in expression (|log_2_FC| > 1) and adjusted *p* value < 0.01 (Supplementary Table S1). Due to the limited number of replicates, we decided to use these stringent filtering criteria as a minimum threshold for scoring differentially expressed genes in the first instance.

The most prominent effect of cold stress was downregulation of gene expression (Figure 1A). 

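Shew185_0248, an aldehyde dehydrogenase, is among the 10 largest falls at both times and went from 395 CPM in the control to 1.92 ± 0.409 (SD, n = 2) at 90 min, a log2 fold change of -7.68 (standard error 0.0767, adjusted p = 2.56e-21) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Shew185_3585, a peptidase of the subtilisin family, had a log2 fold change of -7.24 at 90 min and -8.71 at 180 min. Shew185_3630, a TonB-dependent receptor of the outer membrane, had -6.23 at 90 min and -6.94 at 180 min, and Shew185_2834, a protease, had -5.87 at 90 min and -5.73 at 180 min. The thermolysin-like peptidase Shew185_0439 had 2180 CPM in the control, 117 ± 0.349 (SD, n = 2) at 90 min and 10.3 ± 0.325 (SD, n = 2) at 180 min. In all, 945 genes were lower at 90 min and 1054 at 180 min. Of the 945, 865 (91.5%) were lower at both times. Lists of these sizes drawn independently from the genes tested would share 253.3. Both times were compared with the same single control library, so part of the excess may come from it. The log2 fold changes of the genes tested at 90 and 180 min had a correlation of 0.927 (the same sign in 93.1%). Unchanged groups simulated with a shared control had 0.598 (71.2%). The simulated changes were small, with a covariance of 0.0149 against 2.03, and 0 genes were called lower at both times in 50 simulations. The simulation gives the control the spread of the other libraries, so it does not cover a control that stands apart.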

With the above criteria, we identified 521 genes downregulated after the first 90 min of cold stress, out of which 491 genes were still downregulated after additional 90 min exposure to low temperature, indicating persistent downregulation (Figure 1B). In addition, 92 genes were downregulated exclusively after 180 min of cold stress. In contrast, only 216 genes were upregulated after 90 min, out of which 5 remained upregulated after subsequent 90 min of cold stress exposure (Figure 1C). 

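Genes for curli, the amyloid fibres of the cell surface, were lower at 180 min but were not called at 90 min. All 5 genes of the list of curli genes were lower at 180 min (5 also when adjusted over the list alone), with a median log2 fold change of −1.56. At 90 min their median was −0.63, and scaling to total counts called all 5 lower at that time as well, deposited and reference gene scaling 2, and upper-quartile scaling 1. Shew185_2851 and Shew185_2852, the subunits of a 3-oxoacid CoA-transferase that acts on breakdown products of fatty acids and branched-chain amino acids, had log2 fold changes of -0.35 and -0.28 at 90 min and -2.84 and -2.84 at 180 min. In all, 189 genes were lower at 180 min and not called lower at 90 min. Of these, 177 had a negative log2 fold change at 90 min, and 49 were lower at 180 min than at 90 min by a log2 fold change beyond 1 in the direct test between the 2 times.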

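The largest rises at 90 min were those of Shew185_2593, an exporter of the LysE family, and Shew185_2203, an inner membrane transporter, among called genes with a known product and a mean of at least 100 counts. Shew185_2593 went from 5.66 CPM in the control to 769 ± 19.7 (SD, n = 2) at 90 min and 198 ± 14.2 (SD, n = 2) at 180 min, and its log2 fold change at 90 min was 7.09 (standard error 0.0892, adjusted p = 2.28e-20) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Shew185_2203 had log2 fold changes of 6.81 at 90 min and 4.91 at 180 min. Of the 10 largest rises at 90 min, 6 lay together on the OS185 chromosome between positions 3653844 and 3660942, in the genes Shew185_3063 and Shew185_3065 to Shew185_3069. These encode among others a photolyase (Shew185_3068), which repairs light-damaged DNA, a cyclopropane fatty acid synthase (Shew185_3063) and a regulator of the MerR family (Shew185_3069). Their log2 fold changes ranged from 5.19 in Shew185_3063 to 5.85 in Shew185_3069 at 90 min and from 3.63 in Shew185_3063 to 3.98 in Shew185_3069 at 180 min. In all, 676 genes were higher at 90 min and 846 at 180 min, and 587 were higher at both times, which is 86.8% of those at 90 min and compares with 145.4 for independent lists. Of the 587, 47 were lower at 180 min than at 90 min and 22 were higher in the direct test. Scaled to total counts, 281 genes were higher at 90 min and 252 at 180 min, and 172 at both times.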

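All 8 genes of the F-type ATP synthase, which makes ATP from the proton gradient, were higher at 180 min and not called at 90 min (8 at 180 min also when adjusted over the list alone). Their median log2 fold change was 0.68 at 90 min and 1.21 at 180 min. In the direct test between the times the median was 0.51, and the subunits did not reach a log2 fold change of 1. None of the 8 was called at 180 min when counts were scaled to total counts or to the candidate reference genes. Shew185_3283 (*secG*), a subunit of the Sec translocon, had log2 fold changes of 0.79 at 90 min and 1.34 at 180 min. Altogether 259 genes were higher at 180 min and not called higher at 90 min. Of these, 256 had a positive log2 fold change at 90 min as well, and 26 were higher at 180 min than at 90 min in the direct test.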

Sixteen genes were upregulated exclusively only after 180 min of growth at 8 °C.

In summary, the major effect of cold stress in *S. baltica* is a massive decrease in gene expression, which was observed for approximately 70% of differentially expressed gene sets. 

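Of the 2069 genes called at 90 or 180 min, 1134 (54.8%) were lower in the cold (Wilson 95% confidence interval 52.7 to 56.9%, which treats genes as independent). Lists with members lower at 180 min included branched-chain amino acid synthesis (10 of 12 tested), histidine metabolism (10 of 12), type II secretion (14 of 17), anaerobic respiration (27 of 42) and TonB-dependent uptake (19 of 35). Groups with most members higher at 180 min included ribosomal proteins, the flagellum and iron-sulfur cluster assembly (7 of 8). The share depended on the scaling. It was 84.2% with scaling to total counts, 67.7% with scaling to the candidate reference genes and 48.7% with DESeq2's size factors. Taken time by time, 58.3% of the genes called at 90 min and 55.5% of those called at 180 min were lower, against 84.5% and 88.1% with total counts and 71.9% and 69.4% with the candidate reference genes. From the larger number of downregulated than upregulated genes, the paper concludes that a decrease in gene expression is the major effect of cold stress.

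**Figure D1:**
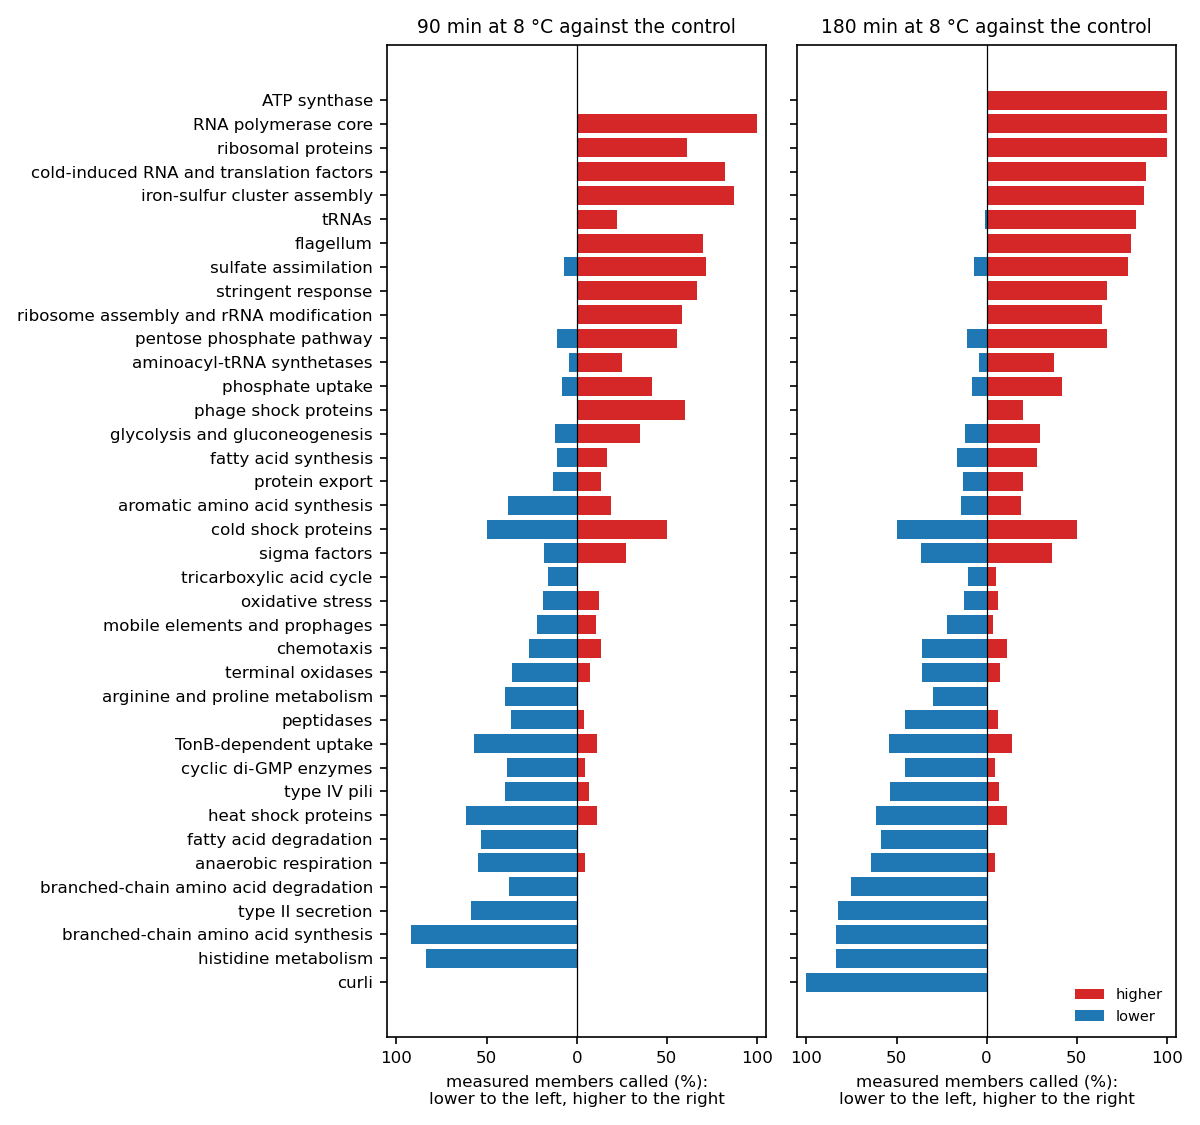
Share of tested members called lower (left of 0) or higher (right of 0) than the control, in percent, for each of the 38 gene lists at 90 and 180 min at 8 °C, by edgeR with TMM scaling. The bars of branched-chain amino acid synthesis and histidine metabolism lie on the lower side at both times, and those of ribosomal proteins and the flagellum on the higher side. Scaling to total counts shortens the bars on the higher side.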

The same direction in transcriptomic changes that was observed in our study, was reported for *S. oneidensis* [23] and *E. coli* [11] as well. Thus, downregulation of gene expression appears to be a general cold stress response in bacteria.

Since we performed the RNA sequencing experiment in duplicate, it raises a question about robustness and significance of our findings. As stated above, we used stringent criteria for finding genes with significant changes in expression. However, we are aware that despite high coverage (average 783×, Supplementary Table S2), the number of replicates allows for correct detection of differentially expressed genes with 40% probability (estimated with RNASeqPower package version 1.28.0 [32] for 783× coverage, 2 replicates and α = 0.05). 

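The 2 libraries of each time had closely similar counts. Across genes, the correlation of log2 CPM between them was 0.9973 at 90 min and 0.9967 at 180 min (genes are not independent replicates), and the median absolute log2 difference was 0.0586 and 0.0907. The counts still differed more than Poisson sampling of reads would give. The Pearson chi-square per degree of freedom was 64.8 at 90 min and 37 at 180 min. Without rRNA genes it was 2.79 and 10.2. The median protein-coding gene had 709 counts in the control, 446 and 456 at 90 min, and 368 and 314 at 180 min. With rRNA genes and predicted RNAs left out, the 50 most abundant genes took 36.2% of the remaining counts in the control. Their share was 45.7 and 45.6% at 90 min, and 52.4 and 52.0% at 180 min. In counts simulated from the means, depths and spread of these libraries, edgeR called 98 of 100 genes changed by a log2 of 1.5 at 90 min and 98 of 100 at 180 min, all in the right direction, at the thresholds used. The simulation takes the spread between these libraries as the whole error, and the control as varying like the rest. It changed only 200 genes, up and down alike, so it does not cover changes in many genes or the choice of scaling.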

To verify our RNA-seq data, we tested the expression of 11 selected genes with quantitative reverse transcription PCR (RT-qPCR) assay (Figure 2). The comparison of gene expression patterns obtained from RNA sequencing and RT-qPCR assay revealed that all tested genes show the same direction of change (Figure 2C). This result is higher than the calculated 40% which is probably due to the stringent adjusted *p* value threshold used for filtering of our RNA-seq results. Nevertheless, our RT-qPCR analysis corroborates findings from the RNA-seq analysis. 

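In the RNA-seq counts, 6 of the 11 genes of the RT-qPCR assay were higher and 5 were lower than the control at both 90 and 180 min. Among those lower, Shew185_3817, a histone-like DNA-binding protein, had log2 fold changes of -3.21 at 90 min and -3.57 at 180 min. The chaperone genes Shew185_0644 (*groES*) and Shew185_3411 (*dnaK*) had -1.82 at 90 min and -1.91 at 180 min and -1.55 at 90 min and -1.60 at 180 min. Among those higher, Shew185_1188, which the table of counts lists as the sigma 70 subunit RpoD, had 1.04 (standard error 0.0505, adjusted p = 1.86e-12) at 90 min and 1.34 at 180 min by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Its call at 90 min was lost with upper-quartile, total count, deposited and reference gene scaling (log2 fold change from 0.43 to 0.94), and that of *fliA* at 180 min with the same scalings and without 180 min replicate 1. Of the 5 candidate reference genes in Table S4, *gyrB* (Shew185_0004) was called higher at 90 min (1.06) and *gyrA* (Shew185_2287) at 180 min (1.05). Their values at the other time were 0.97 and 0.89. These calls were lost with the same scalings. Reference gene scaling is made from these 5 genes themselves, so its result for any of them does not test that gene. The candidate reference gene *seqA* (Shew185_2145) had -0.81 at 90 min and -0.82 at 180 min and was called lower with total count and reference gene scaling, and *mraZ* (Shew185_0392) had -0.30 at 90 min and -0.17 at 180 min.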

### 2.2. Changes in the Metabolic Pathways of S. baltica in the Adaptation and Survival under Cold Stress Conditions

For analysis of metabolic pathways which could be enriched upon cold stress, the KEGGprofile package version 1.30.0 was employed [33]. The three-letter identifier for *S. baltica* OS185 used in our analysis was “sbm”. Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment in genes up- and downregulated upon cold stress was considered significant for *p* value < 0.01. For numbers of enriched genes, gene names and statistics obtained in the pathway enrichment analysis see the Supplementary Table S3. Fold change values of differentially expressed genes are available in Supplementary Table S1.

Enrichment analysis showed that only few pathways were upregulated in the cold stress exposed *S. baltica* (Supplementary Figure S1 and Table S3). 

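Shew185_2130, glucose-6-phosphate dehydrogenase, which yields NADPH, went from 163 CPM in the control to 1264 ± 14.2 (SD, n = 2) at 90 min and 426 ± 10.2 (SD, n = 2) at 180 min, with a log2 fold change of 2.96 (standard error 0.0540, adjusted p = 2.46e-18) at 90 min by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Shew185_2131, 6-phosphogluconolactonase, had 3.07 at 90 min and 1.48 at 180 min, and Shew185_1111, transaldolase, had 2.15 at 90 min and 1.70 at 180 min. Of the 9 genes of the pathway tested, 5 were higher at 90 min (5 when adjusted over the list alone), the other two being Shew185_2842 and Shew185_3389, named after their values were seen. Shew185_2150, a transketolase, was lower (-1.60 at 90 min and -2.50 at 180 min). At 180 min, 6 were higher. The pathway was chosen by the paper on these samples, so these counts are not independent evidence of its direction. With scaling to total counts, 3 were higher at 90 min and 0 at 180 min.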

After 90 min, there was a significant upregulation of a few metabolic pathways, including glycerolipid metabolism (KEGG: 00561), riboflavin metabolism (KEGG: 00740), pentose phosphate pathway (KEGG: 00030), and aminoacyl-tRNA biosynthesis (KEGG: 00970). Interestingly, flagellar assembly (KEGG: 02040) was also detected as a significantly upregulated cellular process. Additionally, after 180 min the sulfur metabolism pathway became upregulated (KEGG: 00920). However, much more pathways were downregulated upon cold stress (Supplementary Figure S1 and Table S3). 

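The list of flagellar genes had 40 members tested, of which 28 were higher at 90 min and 32 at 180 min, with the same counts when adjusted over the list alone. The remaining members were not called, and the log2 fold changes of the list at 90 min ranged from −0.24 to 2.81. limma's camera, which compares the list with all other genes, gave adjusted p = 5.26e-14 at 90 min (adjusted p = 0.286 with an estimated correlation). Here and below, the form with an estimated correlation had only 2 residual degrees of freedom and could hardly keep any list. Since the paper chose flagellar assembly on these samples, the counts are not independent evidence of the direction. Scaled to total counts, 7 members were higher at 180 min.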

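Of 14 genes for the uptake and reduction of sulfate, 10 were higher at 90 min and 11 at 180 min, with the same counts when adjusted over the list alone. The median log2 fold change of the list was 1.86 at 90 min and 4.66 at 180 min. Shew185_0457, a sulfate transporter annotated apart from the others, was lower at 180 min (-1.83) and was named after its value was seen. In the direct test, 10 of the 14 were higher at 180 min than at 90 min. limma's camera gave adjusted p = 3.06e-39 for this difference between the times (adjusted p = 0.330 with an estimated correlation). The list follows a pathway that the paper chose on these samples and is not independent evidence of its direction.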

After 90 min, there was a significant downregulation of glycolysis/gluconeogenesis (KEGG: 00010), fatty acid degradation (KEGG: 00071), pyruvate metabolism (KEGG: 00620), propanoate metabolism (KEGG: 00640), C5-branched dibasic acid metabolism (KEGG: 00660), and pantothenate and CoA biosynthesis (KEGG: 00770). 

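Of 17 genes of fatty acid degradation, 9 were lower at 90 min and 10 at 180 min (the same when adjusted over the list alone), and 6 were lower at 180 min than at 90 min. limma's camera gave adjusted p = 0.000179 at 90 min (adjusted p = 0.286 with an estimated correlation). Among the members, Shew185_1489 (acetyl-CoA acetyltransferase) had -1.32 at 90 min and -3.32 at 180 min, Shew185_1491 (acyl-CoA dehydrogenase) -1.79 at 90 min and -4.05 at 180 min, and Shew185_1493 (enoyl-CoA hydratase) -1.28 at 90 min and -3.61 at 180 min. With scaling to total counts, 14 of the 17 were lower at 90 min. Of 17 genes of glycolysis and gluconeogenesis, 6 were higher and 2 lower at 90 min, and 5 higher and 2 lower at 180 min, with the same counts when adjusted over the list alone. Shew185_2128, pyruvate kinase, had a log2 fold change of 3.05 (standard error 0.0570, adjusted p = 3.34e-18) at 90 min by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The genes *pgi* (Shew185_1110), *eno* (Shew185_3136) and *pgk* (Shew185_3538) had 1.96, 1.89 and 1.76 at 90 min. Named after their values were seen, the genes lower at 90 min were Shew185_2481, phosphoenolpyruvate synthase, an enzyme of gluconeogenesis (-2.03), and Shew185_2155, a glyceraldehyde-3-phosphate dehydrogenase (-1.98). With scaling to total counts 6 were lower at 90 min, and 5 with upper-quartile, deposited or reference gene scaling. At 180 min total counts gave 6 lower and 1 higher and reference gene scaling 5 lower and 3 higher, while DESeq2 and the fit without 180 min replicate 1 called 1 lower. Both lists were chosen from the paper's pathways and are not independent evidence of a direction.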

Significantly downregulated pathways were assigned to amino acid metabolism, including pathways of valine, leucine and isoleucine degradation and biosynthesis (KEGG: 00280 and 00290), histidine metabolism (KEGG: 00340), and phenylalanine, tyrosine and tryptophan biosynthesis (KEGG: 00400). 

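Of 12 genes of histidine metabolism, 10 were lower at both 90 and 180 min, with a median log2 fold change of −3.37 and −3.07. Shew185_2421, a dehydratase and phosphatase of histidine synthesis, went from 88.2 CPM in the control to 5.02 ± 0.186 (SD, n = 2) at 90 min and 6.02 ± 0.134 (SD, n = 2) at 180 min. Shew185_2422 (*hisH*) had log2 fold changes of -3.93 at 90 min and -3.56 at 180 min. limma's camera gave adjusted p = 4.79e-08 for the list at 90 min (adjusted p = 0.286 with an estimated correlation). Of 8 genes for degradation of the branched-chain amino acids, 3 were lower at 90 min and 6 at 180 min. Shew185_1490 (methylmalonate-semialdehyde dehydrogenase) had -1.81 at 90 min and -3.96 at 180 min, and Shew185_1494 (3-hydroxyisobutyrate dehydrogenase) -1.29 at 90 min and -3.03 at 180 min. The third at 90 min, Shew185_2149 (-1.92), was named after its value was seen. Of 21 genes for synthesis of phenylalanine, tyrosine and tryptophan, 8 were lower and 4 higher at 90 min, and 3 lower and 4 higher at 180 min. Shew185_1264, a chorismate mutase, had -2.07 at 90 min and -2.23 at 180 min, while Shew185_4084 (*aroK*, shikimate kinase) had 1.47 at 90 min and 1.73 at 180 min. In this list DESeq2 called 5 lower at 90 min, and at 180 min 13 were lower with total counts and 11 with reference gene scaling, with 0 higher at either time under total counts. Upper-quartile and deposited scaling gave 5 lower at 180 min, and reference gene scaling 2 higher at 90 min. Each count is the same when adjusted over the list alone, and since these pathways were the paper's choice, none is independent evidence of its direction.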

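Of 17 genes annotated to type II secretion, which exports folded proteins through the outer membrane, 10 were lower at 90 min and 14 at 180 min (10 and 14 when adjusted over the list alone). The median log2 fold change was −1.04 at 90 min and −1.80 at 180 min. limma's camera gave adjusted p = 0.00155 at 90 min (adjusted p = 0.303 with an estimated correlation). The system was chosen by the paper on these samples, so that the count is not independent evidence of its direction.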

Downregulation was also observed for a bacterial secretion system (KEGG: 03070). 

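Shew185_1169, an ornithine carbamoyltransferase, went from 85.3 CPM in the control to 17.9 ± 0.781 (SD, n = 2) at 90 min and 4.48 ± 0.173 (SD, n = 2) at 180 min. Shew185_4092, argininosuccinate synthase, had log2 fold changes of -1.74 at 90 min and -1.68 at 180 min, and Shew185_4093, the other ornithine carbamoyltransferase, -1.48 at 90 min and -1.13 at 180 min. Of 20 genes of arginine and proline metabolism, 8 were lower at 90 min and 6 at 180 min, with the same counts when adjusted over the list alone, and the rest were not called. At 180 min, 10 were lower with upper-quartile or deposited scaling, 12 with reference gene scaling and 15 with total counts, which gave 14 at 90 min. As the paper picked this pathway from these samples, the counts are not independent evidence of its direction.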

After 180 min, additional pathways became downregulated, including pathways of amino acid metabolism—arginine and proline metabolism (KEGG: 00330) and beta-alanine metabolism (KEGG: 00410), as well as of butanoate metabolism (KEGG: 00650), and nicotinate and nicotinamide metabolism (KEGG: 00760).

Many pathways that were affected by gene expression changes in *S. baltica* in our study, were also reported as affected by cold stress in *S. oneidensis* [23]. For example, downregulation of genes in *S. oneidensis* was dominant among amino acids biosynthesis or energy metabolism pathways. Genes whose products are involved in the fatty acid and phospholipid metabolism or transport/binding proteins were affected as well. The same pathways or similar processes were affected in our study of *S. baltica*. To conclude, *S. baltica* shows a wide range of transcriptional changes in response to the cold stress challenge. Comparison of these changes with changes in other *Shewanella* species may reveal a more general picture of the transcriptomic cold stress response of these bacteria. In subsequent sections, we will discuss a possible role of selected gene expression changes in potential adaptation and survival strategies of *S. baltica* undergoing cold stress.

### 2.3. Transcriptional Reprogramming to Adjust to Cold Stress

Transcriptional regulation in bacteria is typically controlled at the transcription level, which would allow the quickest response with a minimum energy loss. Thus, bacteria have developed numerous strategies to regulate transcription initiation in response to various challenges. One of the most efficient ones is using various sigma subunits of the RNA polymerase to alter the transcription machinery’s capacity and redirect its functioning towards specific promoters, operons and regulons. Some sigma factors are directed to counteract and protect bacteria from the environmental challenges, such as heat stress, nutrient limitations and others, and their number usually correlates with the variability of habitats and metabolic flexibility [34]. Transcriptional reprogramming through various sigma usage would be a sign of bacteria dealing with stress conditions. 

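Sigma factor genes moved in both directions. Shew185_3128, listed in the table of counts as a sigma factor of the RpoD family, went from 208 CPM in the control to 19.5 ± 0.322 (SD, n = 2) at 90 min and 10.2 ± 0.314 (SD, n = 2) at 180 min, with a log2 fold change of -4.35 (standard error 0.0604, adjusted p = 6.2e-20) at 180 min by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Shew185_1239, *rpoE*, had log2 fold changes of -1.26 at 90 min and -1.49 at 180 min. Shew185_4161, sigma 32, which serves the heat shock genes, had -0.91 at 90 min, where it was called lower with other edgeR scalings and by the deposited p-values, and -1.05 at 180 min, a call that DESeq2 did not make. Shew185_0686, sigma 54, had -0.41 at 90 min and -0.42 at 180 min and was not called, except with scaling to total counts (−1.01 and −1.27). Of 11 sigma factor genes tested, 2 were lower and 3 higher at 90 min, and 4 lower and 4 higher at 180 min, with the same counts when adjusted over the list alone. Those called only at 180 min included Shew185_3620 (1.12) and Shew185_4231 (-1.20), both of the ECF subfamily and named after their values were seen. With total counts 5 were lower and 1 higher at 90 min and 1 was higher at 180 min, and with reference gene scaling 4 were lower and 1 higher at 90 min and 2 higher at 180 min.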

In fact, we observed that the gene encoding the housekeeping sigma 70, *rpoD* (Shew185_3128), was downregulated upon cold stress, as was the case for genes coding for sigma 32 (Shew185_4161), sigma 54 (Shew185_0686) and sigma E (Shew185_1239—*rpoE*). A significant upregulation was observed for the Shew185_2636 gene coding for the extracytoplasmic function (ECF) subfamily RNA polymerase sigma 24 factor (*rpoE2*) and for Shew185_2919—the flagellar biosynthesis sigma factor (Supplementary Table S1). 

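Shew185_2636 (*rpoE2*) had 39.2 CPM in the control, 954 ± 22.8 (SD, n = 2) at 90 min and 304 ± 7.72 (SD, n = 2) at 180 min. On the log2 scale *rpoE2* changed by 4.60 (standard error 0.0603, adjusted p = 3.93e-20) at 90 min and 2.95 at 180 min by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Shew185_2919 (*fliA*), the sigma factor of flagellar genes, had 215 CPM in the control, 519 ± 10.3 (SD, n = 2) at 90 min and 445 ± 44.1 (SD, n = 2) at 180 min, which is a log2 fold change of 1.27 at 90 min and 1.05 at 180 min. The call of *fliA* at 90 min was lost with scaling to total counts (0.66) or to the reference genes (0.99).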

Changes in gene expression revealed by the transcriptome analysis were confirmed for genes chosen for further qPCR verification: *rpoE*, *rpoE2* and *rpoD* (Figure 2). Notably, for the general transcription response, expression of the gene responsible for synthesis of the stringent response alarmones, ppGpp and pppGpp, had increased (Supplementary Table S1). 

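Shew185_0351, the synthetase and hydrolase of the alarmone (p)ppGpp, had 349 CPM in the control, 893 ± 21.4 (SD, n = 2) at 90 min and 834 ± 17.5 (SD, n = 2) at 180 min, with a log2 fold change of 1.36 (standard error 0.0503, adjusted p = 3.55e-14) at 90 min by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Shew185_3760 (*sspA*), stringent starvation protein A, had 1.37 at 90 min and 1.40 at 180 min. These were the 2 genes called higher of the 3 on the list of stringent response genes, at each time and also when adjusted over the list alone. Scaled to total counts, the list had 0 called higher at either time (Shew185_0351 0.75 and 0.41), and Shew185_0351 was not called at 180 min with reference gene scaling.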

The possible accumulation of (p)ppGpp would result in favoring of alternative sigma factors’ association with the RNA polymerase core for upregulation of stress-induced gene expression; in case of the studied cold stress—this would mainly concern the ECF factors and flagellar sigma factors.

ECF sigma factors are responsible for integrating signals from the outer membrane and its components, such as proteins (transporters, porins) and lipopolysaccharides, as well as changes in the concentrations of compounds outside the cells [35,36,37]. Their response to the envelope stress is often regulated by the numerous anti-sigma factors which, being anchored as transmembrane proteins, serve as signal transduction systems, releasing sequestered ECF sigma factors to activate relevant regulons [38,39]. 

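Shew185_1240, the anti-sigma E protein RseA, which holds sigma E at the inner membrane, went from 177 CPM in the control to 62.5 ± 0.217 (SD, n = 2) at 90 min and 46.6 ± 3.23 (SD, n = 2) at 180 min. On the log2 scale *rseA* changed by -1.50 (standard error 0.0514, adjusted p = 1.21e-14) at 90 min and -1.92 at 180 min by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and it kept its call in each setting tried.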

Interestingly, expression of one of the annotated *S. baltica* anti-sigma E factors, RseA (Shew185_1240), was downregulated (Supplementary Table S1). Many bacteria with more complex life styles have multiple ECF sigma factors, which together with their regulators constitute a complicated control system [38]. In the *Shewanella* genus, the ECF factors were described so far only for *S. oneidensis*, where sigmas from the ECF-like family were identified [40]. The two *S. baltica* ECF sigma factors that were observed in our analysis to have altered expression upon cold stress are S. *oneidensis rpoE* and *rpoE2* orthologs (Shew185_1239 and Shew185_2636, respectively). The *S. oneidensis rpoE* was described as a sigma factor responsive to high temperatures and osmotic stress, while *rpoE2* was not reported to be required for a temperature stress but was involved in the oxidative stress response [40]. One of the genes transcribed by the RpoE2-RNA polymerase, the periplasmic glutathione peroxidase, is important for resistance to the oxidative stress. 

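Shew185_3037, a glutathione peroxidase, had 41.3 CPM in the control, 480.3 ± 4.07 (SD, n = 2) at 90 min and 179 ± 14.9 (SD, n = 2) at 180 min. The neighbouring Shew185_3036, a ferrochelatase of heme synthesis, had 33.6, 390 ± 1.46 (SD, n = 2) and 161 ± 6.03 (SD, n = 2). Their log2 fold changes at 90 min were 3.54 (standard error 0.0675, adjusted p = 4.08e-18) and 3.54 (standard error 0.0568, adjusted p = 5.15e-19) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and both were lower at 180 min than at 90 min. Other genes for the removal of reactive oxygen species were called in either direction or not called. The catalase-peroxidase Shew185_3489 had -1.43 at 90 min and -1.87 at 180 min, and the catalase Shew185_3468 had -1.29 at 90 min and -1.02 at 180 min, where DESeq2 and the fit without 180 min replicate 2 did not make the call at 180 min. Of 16 genes on the list of oxidative stress genes, 2 were higher and 3 lower at 90 min, and 1 was higher and 2 lower at 180 min (the same when adjusted over the list alone). The list's further calls at 90 min, named after their values were seen, were a catalase domain protein (Shew185_1572, 1.39) and a cytochrome c peroxidase (Shew185_2526, -1.06). At 180 min, 9 members were lower with total counts, 5 with reference gene scaling and 4 without 180 min replicate 1, and 1 with DESeq2 or without 180 min replicate 2, while DESeq2 and the fit without 180 min replicate 1 called 2 higher. At 90 min total counts left 1 higher.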

In our studies, *S. baltica* Shew185_3037 gene coding for the periplasmic glutathione peroxidase and Shew185_3036 encoding a ferrochelatase, present in the same operon, displayed an increased transcription, corresponding with *rpoE2* upregulation. These data indicate that upon cold stress *S. baltica* responds by inducing mechanisms for protection against oxidative stress. Low temperatures promote increase in the reactive oxygen species due to increased oxygen solubility [10,41]; thus, counteraction against reactive oxygen species (ROS) formation is an important strategy to maintain the metabolic and genomic stability. It was reported that at low temperatures oxidative metabolism is repressed in order to decrease ROS production [10,42], however, in our studies we have not observed such an unequivocal response in carbon metabolism (while transcription of some of the TCA cycle genes was downregulated or remained constant, it did not hold true for other enzymes of this cycle or for the glycolysis pathway genes where some of them were upregulated). Thus, we can conclude that in response to cold stress, *S. baltica* activates oxidative stress protection in the *rpoE2*-dependent pathway. It is worth mentioning that stimulation of the protective system against ROS also serves as a defense mechanism against antibiotics in *S. oneidensis.* This process is linked to cellular H_2_S production [43]. Indeed, it was suggested that H_2_S plays an important role in prokaryotic biology, however, our understanding of this process is still limited [44]. 

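Most genes of the tricarboxylic acid cycle were not called at either time. Of 19 tested, 3 were lower at 90 min, and 2 were lower and 1 higher at 180 min, with the same counts when adjusted over the list alone. Shew185_4023, an aconitate hydratase, went from 373 CPM in the control to 171 ± 0.418 (SD, n = 2) at 90 min and 19.0 ± 0.194 (SD, n = 2) at 180 min, with a log2 fold change of -4.30 (standard error 0.0501, adjusted p = 9.49e-21) at 180 min by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Shew185_0516, a fumarate hydratase, had -2.23 at 90 min and -2.46 at 180 min. Shew185_0478, malate dehydrogenase, had -1.19 at 90 min and was named after its value was seen. Shew185_2525, isocitrate dehydrogenase, was higher at 180 min (1.07), a call that was lost with each other edgeR scaling tried, while at that time DESeq2 called 4 members higher, and the test with no filter and the fit without 180 min replicate 1 called 2. With total counts, 5 members were lower at 90 min and 6 at 180 min.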

In this study, we observed changes in gene expression of enzymes involved in the sulfur metabolism (including H_2_S production) and these findings are further discussed in Section 2.7.

### 2.4. Expression of S. baltica Cold-Induced Proteins in Response to Low Temperatures

A typical bacterial response to a temperature downshift is associated with an increase in the production of cold induced proteins (Cip, also referred to as Csp—cold shock proteins) [45]. These small proteins have a conserved nucleic acid binding domain and are widespread in nearly all tested bacteria (independently of their habitat) [46]. These proteins mainly play a role of nucleic acid chaperones, affecting transcription initiation under conditions when stabilization of mRNA due to low temperature would hamper gene expression; however, some Csp may be active under other stress conditions as well [46,47]. Two of those proteins have been identified in *S. oneidensis* as responding to cold stress, mostly at the acclimatization stage [23], yet their cellular level may remain elevated for longer periods of time. Orthologs of those proteins in *S. baltica* are encoded by Shew185_1705 and Shew185_1464; both of them were significantly upregulated at 90 and 180 min after onset of cold stress in our study (Supplementary Table S1). This indicates that under these conditions *S. baltica* adjusts and regulates the level of gene expression also by affecting the mRNA stability.

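Shew185_1464 had 202 CPM in the control, 5540 ± 87.2 (SD, n = 2) at 90 min and 6856 ± 9.42 (SD, n = 2) at 180 min, with log2 fold changes of 4.78 (standard error 0.0905, adjusted p = 3.76e-18) and 5.08 (standard error 0.0920, adjusted p = 1.7e-18) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Shew185_1705 had 2237 CPM in the control, 6290 ± 16.0 (SD, n = 2) at 90 min and 6692 ± 318 (SD, n = 2) at 180 min, or 1.49 at 90 min and 1.58 at 180 min on the log2 scale. With scaling to total counts Shew185_1705 was not called (0.89 and 0.73). The other two genes with a cold shock domain in the table were lower. Shew185_2467 fell from 1468 CPM to 119 ± 1.83 (SD, n = 2) at 90 min and 18.2 ± 0.542 (SD, n = 2) at 180 min, a log2 fold change of -6.34 at 180 min, and Shew185_0659 had -1.59 at 90 min and -1.80 at 180 min. Of the 4 genes, 2 were thus higher and 2 lower at both times, also when adjusted over the list alone. Cold shock proteins were chosen by the paper on these samples, and the list is not independent evidence of a direction.

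**Figure D2:**
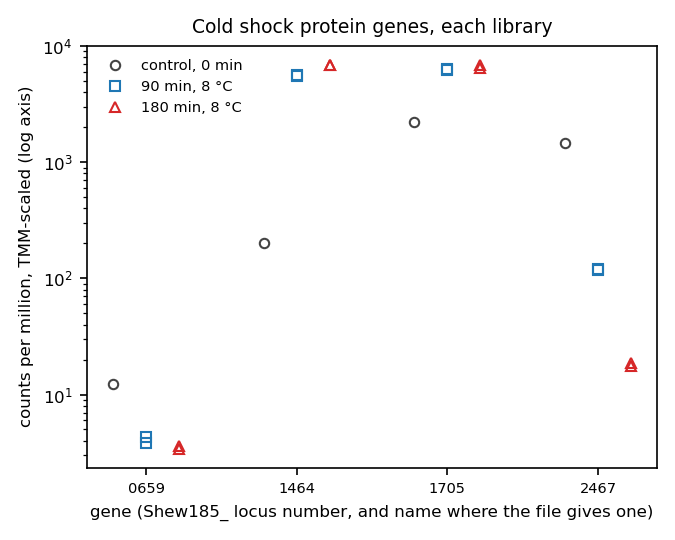
CPM after TMM scaling (log axis) of the 4 genes with a cold shock domain in the control and after 90 and 180 min at 8 °C, with 1 point per library (1 control, 2 at each time). The points of Shew185_1464 rise from 202 CPM in the control to about the level of Shew185_1705 at both times, and those of Shew185_2467 fall at each step.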

### 2.5. Expression of Flagellar Assembly-Related Genes in Cold Stress Exposed S. baltica

Bacterial motility is one of the key features to ensure a proper response to environmental stressors. The most common organelles in motile bacteria are flagella, necessary not only for chemotaxis but also for adherence, biofilm formation, virulence or such processes as reduction of insoluble minerals [48,49,50,51]. A typical flagellum structure is well described and conserved among bacteria, and consists of over 20 proteins forming specific structures: the hook and basal body that anchor the flagellum to the membrane, and the external filament [52,53,54]. The energy that bacteria use to produce flagella is substantial, as it requires, among others, synthesis of thousands of the flagellin molecules to build a filament; moreover, action of the flagellum is based on the proton pumps serving as motor force generators. Such a high energy usage comprises a large burden on bacterial metabolism, and thus the process of flagellar assembly, as well as its rotation, requires a precise regulation [55]. This is achieved by a sequential cascade of gene transcription. In bacteria with a polar flagellum, the first level of transcription control is usually mediated by promoters dependent on sigma 54 and transcription regulators (among others, sigma subunit specific for flagella). Subsequent expression tiers are under control of these factors and encode flagellar structural genes [56]. Bacteria of the *Shewanella* genus, although highly diverse in terms of habitats, are usually motile with one polar flagellum. As described for the group representative, *S. oneidensis*, most components of the flagellum (except for the motor protein genes) are encoded by genes located in one chromosome segment [57]. A similar genomic set-up is present in *S. baltica* (based on the sequenced genomes). 

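Rod and hook genes of the flagellum had the largest log2 fold changes of the flagellar list at 180 min. Shew185_2960 (*flgD*), for the assembly of the hook, had 109 CPM in the control, 547 ± 10.9 (SD, n = 2) at 90 min and 575 ± 9.79 (SD, n = 2) at 180 min. Its log2 fold change was 2.32 (standard error 0.0504, adjusted p = 2.32e-17) at 90 min and 2.39 at 180 min by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The rod gene Shew185_2961 (*flgC*) had 2.19 at 90 min and 2.22 at 180 min, the hook gene Shew185_2959 (*flgE*) 1.84 at 90 min and 2.11 at 180 min and the gene of a hook-associated protein, Shew185_2953 (FlgK), 2.22 at 90 min and 2.00 at 180 min. Between the times, the 40 flagellar genes went both ways. In the direct test 24 had a negative log2 fold change from 90 to 180 min, 19 of them with an adjusted p under 0.01 at any fold, while 9 were higher at 180 min at that p. As a list, the flagellar genes were lower at 180 min than at 90 min, with a median of −0.11. limma's camera gave adjusted p = 0.000826 for this (adjusted p = 0.402 with an estimated correlation). The list was the paper's choice on these samples and is not independent evidence. A log2 fold change below −1 was reached by 5, *flhA* (Shew185_2922), *fliG* (Shew185_2935), *fliF* (Shew185_2936), Shew185_2937 and *flgA* (Shew185_2965), all named after their values were seen.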

We observed that the flagellar structural genes (encoding the basal body, rod, filament, as well as the anchoring complex) were upregulated in *S. baltica* after the onset of cold stress, with higher expression usually at the 90 min time point (Figure 3). Such an increased expression was also noted for the regulatory genes, e.g., the flagellar biosynthesis sigma factor, *fliA*. The temperature dependent induction of flagellar synthesis has been reported for various bacteria, including pathogenic *Listeria monocytogenes* [58], where the Csp proteins regulate the flagellum gene expression [59], and also in *Yersinia enterocolitica* [60]. Flagellar assembly was induced in the extremophile bacterium, *Thermoanaerobacter tengcongensis* [55] as part of a cold stress response; also, in an Antarctic bacterium, *S. livingstonensis,* cold adaptation was accompanied by flagellar genes’ overexpression [24]. Notably, the increased expression of genes encoding flagellar proteins was also observed in *E. coli* after a temperature downshift [61]. These data indicate that the motility of cold exposed flagellated bacteria intensifies, based on the upregulation of transcription of flagellar genes and those involved in the flagellar assembly. Interestingly, this adaptation does not seem to correlate with the bacterial life style or habitat. As observed by our transcriptomics data, *S. baltica* follows this pattern; the RT-qPCR analysis confirmed this observation for the flagellar basal body rod protein-encoding gene (*flgF)* whose expression level was increased at 180 min time point, while the *fliA* transcript level was elevated mostly at 90 min, which corresponds with the role of *fliA*-encoded sigma factor to promote the flagellar gene expression (Figure 2A). 

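In the RNA-seq counts Shew185_2958 (*flgF*) had 79.5 CPM in the control and 215 ± 2.40 (SD, n = 2) at 180 min, with log2 fold changes of 2.38 at 90 min and 1.44 at 180 min. Its call at 180 min was lost with scaling to total counts (0.59). From 90 to 180 min *flgF* had a log2 fold change of -0.94 (standard error 0.0348, adjusted p = 1.38e-13) and *fliA* of -0.22 (standard error 0.0497, adjusted p = 0.00110), by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Neither reached a log2 fold change of 1 between the times.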

A biological sense of the induced flagella production and bacterial motility during temperature decrease has been proposed to be related to the need for an increased chemotaxis towards energy sources, the usage of unusual electron acceptors, and also as a response to higher viscosity of liquids in the cold [58,62,63]. Besides that, flagella promote biofilm formation, which can be also important for survival of *S. baltica* and its ability to grow on the surface of fish and sea-food, causing its spoilage. Moreover, flagella can serve as a secretion system which can be important for optimal survival at low temperatures.

### 2.6. Downregulation of a Type II Secretion System in Response to Cold Stress

All bacterial species transport a great number of proteins across the cytoplasmic membrane, from the cytosol to specific outer locations. Lipoproteins, periplasmic proteins, cell wall-associated proteins, outer membrane or extracellular proteins are all subjected to secretion in growing cells [45]. Processing and translocation of preproteins are pointed out to be reduced in the early phase in bacteria exposed to cold stress conditions, as well as in the cold adapted cells [45].

Secretion system in the Gram-negative bacteria consists of several distinct systems mediating secretion of proteins for example involved in biogenesis of pili and flagella, nutrient acquisition, virulence, adherence and biofilm formation, or efflux of drugs and other toxins [64,65]. One of these systems, the type II secretion system (T2SS), is responsible for translocation of exoproteins through the outer membrane into the extracellular *milieu*. In *S. oneidensis* and *Shewanella putrefaciens*, this system is directly involved in extracellular translocation of outer membrane cytochromes, as well as exoproteins engaged in dissimilatory reduction of insoluble metal oxides, electron transport and anaerobic respiration [66,67]. The multi-component T2S system consists of a cytoplasmic ATPase, several inner membrane proteins, a periplasmic pseudopilus and a secretin pore embedded in the outer membrane [68] (Figure 4). Components of this system belong to a family of general secretory pathway (Gsp) proteins found among all bacterial species. Secretion of exoproteins with T2SS is a two-step process [69]. First, the substrate exoprotein must be translocated across the inner membrane by either SecA and signal recognition particle (Sec-SRP) translocon, or the twin-arginine targeting (Tat) translocon. Second, after reaching the periplasm, the exoprotein is exported by the T2S system across the outer membrane.

Our transcriptomic study revealed that in *S. baltica*, the T2S and Sec-SRP system components are regulated in response to cold stress exposure (Figure 4). 

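The 11 *gsp* genes lie in a row on the OS185 chromosome, Shew185_0148 to Shew185_0158, from position 177033 to 187825. At 90 min 10 of them were lower than in the control, and at 180 min 11 were (with no filter, 9 were lower at both times). The exception at 90 min was Shew185_0156 (GspK), with a log2 fold change of -0.74, which was called with scaling to total counts (−1.35) or to the reference genes (−1.01). The calls of Shew185_0152, Shew185_0157 and Shew185_0158 at 90 min, with log2 fold changes from -1.06 to -1.01, were not made by DESeq2, and those of Shew185_0155 and Shew185_0158 were lost without 90 min replicate 2. Shew185_0149, the secretin of the outer membrane, had 272 CPM in the control, 69.5 ± 0.811 (SD, n = 2) at 90 min and 55.1 ± 2.20 (SD, n = 2) at 180 min, with a log2 fold change of -2.30 (standard error 0.0475, adjusted p = 9.23e-18) at 180 min by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The operon was chosen by the paper on these samples and its counts are not independent evidence of a direction.

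**Figure D3:**
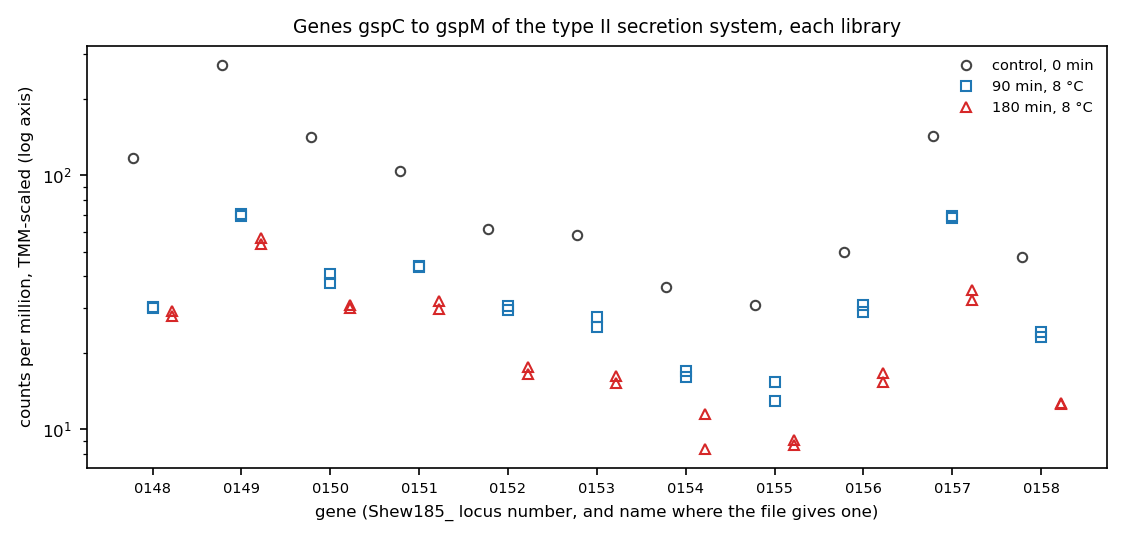
CPM after TMM scaling (log axis) of the 11 *gsp* genes in the control and after 90 and 180 min at 8 °C, with 1 point per library (1 control, 2 at each time). In each gene the points of both cold times lie below that of the control, as for Shew185_0149, with 272 CPM in the control.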

We found that 11 genes of the large Gsp operon encoding T2SS components were significantly downregulated after 90 and 180 min of temperature downshift. 

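The inner membrane protein gene Shew185_0148 (GspC) had log2 fold changes of -1.96 at 90 min and -2.04 at 180 min, and the ATPase gene Shew185_0150 (GspE) had -1.85 at 90 min and -2.22 at 180 min. The pseudopilin gene Shew185_0153 (GspH) had -1.15 at 90 min and -1.90 at 180 min, and Shew185_0154 (GspI) had -1.14 at 90 min and -1.89 at 180 min. In the direct test between the times, all 11 genes had a negative log2 fold change from 90 to 180 min, 10 of them with an adjusted p under 0.01 at any fold by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Shew185_0157 (GspL) alone passed a log2 fold change of −1 between the times (-1.02 (standard error 0.0521, adjusted p = 1.56e-11) by the same test, edgeR).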

The observed downregulation affected genes coding for all components of the T2S system, including the GspD secretin (Shew185_0149), all inner membrane proteins (IMP)—GspC, GspF, GspG, GspH, GspI, GspJ, GspK, GspL and GspM (Shew185_0148, Shew185_0151, Shew185_0152, Shew185_0153, Shew185_0154, Shew185_0155, Shew185_0156, Shew185_0157 and Shew185_0158, respectively) and the GspE ATPase (Shew185_0150), and the extent of downregulation was greater over time (Figure 4). Our results indicated that the entire T2SS is affected by low temperature and this may probably lead to a serious reduction in protein secretion mediated by this system. To the best of our knowledge, downregulation of type II secretion system in response to cold stress was not previously reported for the *Shewanella* genus. 

The translocation of unfolded proteins from the cytoplasm to periplasm, where the folding occurs before the protein reaches the T2S system, is mediated by the Sec-SRP translocase system located in the inner cell membrane. One key element of this process is the SecB chaperone responsible for post-transcriptional delivery of preproteins to the Sec translocon [69]; the other one is SRP, composed of the Ffh protein and 4.5S RNA, which mediates co-translational targeting of preproteins [70]. Fully folded proteins in the cytoplasm are transported across the plasma membrane to the periplasm by the Tat system [69] and T2SS is the only known secretion system for the Tat-delivered exoproteins [65]. Upon cold stress exposure, expression of genes encoding components of the general secretory pathway (Sec) and HlyD family secretion proteins were reported to be either repressed or unaffected in *S. oneidensis* [23], but expression of *tatA*, *tatB* and *tatC* genes encoding components of the Tat-dependent protein translocon were shown to be induced by low temperature [23]. In our study, we observed a significant downregulation of expression of the SecB-encoding gene (Shew185_0045) upon cold stress (Figure 4), suggesting that targeting of exoproteins to the Sec translocon for co-translational transport across the inner membrane may be highly temperature-dependent in *S. baltica*. However, we observed a transcriptional downregulation in cold exposed *S. baltica* only for one component of the Sec-SRP translocon itself, the SecD/F (Shew185_2804), while several other of its components were significantly upregulated. 

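Shew185_0045 (SecB) had 516 CPM in the control, 129.6 ± 1.54 (SD, n = 2) at 90 min and 142 ± 1.61 (SD, n = 2) at 180 min. On the log2 scale *secB* changed by -1.99 (standard error 0.0409, adjusted p = 1.12e-17) at 90 min and -1.86 (standard error 0.0412, adjusted p = 2.28e-17) at 180 min by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.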

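Of the translocon channel, Shew185_0216 (*secY*) had 5112 CPM in the control, 13990 ± 368 (SD, n = 2) at 90 min and 22880 ± 1590 (SD, n = 2) at 180 min, and Shew185_0183 (*secE*) had log2 fold changes of 1.11 at 90 min and 1.37 at 180 min. *secY* at 90 min and *secE* at both times were not called with total counts, nor *secE* at 90 min with deposited or reference gene scaling. Shew185_2804, listed as *secF*, had 0.19 (standard error 0.0551, adjusted p = 0.00496) at 90 min and 0.61 (standard error 0.0558, adjusted p = 1.33e-08) at 180 min by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment and was not called in either direction, with negative values under scaling to total counts (−0.42 and −0.24) and at 90 min under reference gene scaling. The other gene listed as *secF*, Shew185_3291, had -1.23 at 90 min and -1.14 at 180 min and was named after its values were seen. Of 15 genes on the list of protein export, 2 were higher and 2 lower at 90 min, and 3 higher and 2 lower at 180 min (the same when adjusted over the list alone). DESeq2 called 1 lower at each time and did not call Shew185_3291. Total counts left 0 higher at 90 min and 1 at 180 min, and deposited and reference gene scaling 1 at 90 min.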

We also found upregulation of the *ffh* gene expression (Shew185_1253), i.e., of the gene coding for the signal recognition particle protein. 

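Shew185_1253, the protein of the signal recognition particle, had 150 CPM in the control, 245 ± 1.86 (SD, n = 2) at 90 min and 278 ± 2.25 (SD, n = 2) at 180 min. Its log2 fold change was 0.71 (standard error 0.0439, adjusted p = 5.99e-11) at 90 min and 0.89 (standard error 0.0442, adjusted p = 1.93e-12) at 180 min by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, below the minimum of 1 for a call. With total counts it was 0.10 and 0.040.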

Expression of the Tat system components was also slightly affected by low temperature—the TatC (Shew185_0414) encoding gene was upregulated after 90 and 180 min of cold stress, while expression of TatA (Shew185_0416) and TatB (Shew185_0415) encoding genes was downregulated (Figure 4). 

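Levels of the genes for the Tat translocon, which carries folded proteins, lay close to those of the control. Shew185_0414 (TatC) had -0.0024 (standard error 0.0627, adjusted p = 0.972) at 90 min and -0.031 (standard error 0.0639, adjusted p = 0.660) at 180 min by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Shew185_0415 (TatB) had -0.071 at 90 min and -0.24 at 180 min, and Shew185_0416 (TatA) had -0.10 at 90 min and -0.074 at 180 min. None was called with TMM scaling. The sign of TatC turned positive with DESeq2's size factors (0.074 and 0.073), and TatB at 180 min was called lower with total counts (−1.09).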

In our study, expression of the Tat translocon-encoding genes was only slightly regulated upon cold stress at the transcriptional level, but as the proteins delivered to the periplasm via this route are secreted by the T2S system, secretion of these exoproteins may also be affected by the low temperature stress.

In summary, our study confirms that cold stress conditions affect protein transport across membranes in *S. baltica*. Transcriptional data suggest that transport of the Sec-SRP-dependent proteins may be limited at least to some extent due to downregulation of the SecB chaperone gene expression, required for appropriate targeting of preproteins to the Sec translocon; downregulation of the entire T2S system expression may result in substantial restriction of the exoprotein secretion. As the T2SS transport is reduced at the transcriptional level throughout the entire period of our experiment, such downregulation may be considered as both, an early response and an adaptation of *S. baltica* to low temperature conditions.

### 2.7. Upregulation of the Sulfur Assimilatory Pathway upon Cold Stress

Sulfur is an element essential not only for bacteria, but for life in general. Various oxidation states of sulfur—ranging from (+6) in sulfate SO_4_^2−^, through (+4) in sulfite SO_3_^2−^, to (−2) in sulfide H_2_S, implicate the vast reduction/oxidation potential of this element. In general, sulfur metabolism comprises of sulfur oxidation and sulfur reduction pathways. The sulfur oxidation pathway, also known as the sulfur oxidation pathway (SOX) system, is found in photosynthetic and non-photosynthetic sulfur-oxidizing bacteria [71]. The sulfur reduction pathways comprise of two contradictory metabolic routes leading to either assimilation or dissimilation of sulfur-rich compounds. This attribute accounts for the great potential of bacteria to adapt their metabolism to distinct or changing environmental conditions [72,73,74].

In our study, we found that the transcriptional response of *S. baltica* to cold stress includes significant upregulation of expression of genes assigned to the assimilatory branch of the sulfate reduction pathway (Figure 5). 

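Genes for the reduction of sulfate lie together on the OS185 chromosome between positions 1091489 and 1109179, Shew185_0919 to Shew185_0931, and those of the sulfate transporter between 1262499 and 1266550, Shew185_1063 to Shew185_1066. Shew185_0920, the beta subunit of sulfite reductase, went from 11.1 CPM in the control to 64.0 ± 2.96 (SD, n = 2) at 90 min and 388 ± 2.66 (SD, n = 2) at 180 min. Between the genes of the pathway lie Shew185_0927, a uroporphyrin-III methyltransferase that makes the heme group of sulfite reductase, with log2 fold changes of 4.41 at 90 min and 5.31 at 180 min, and Shew185_0930, a TrkA domain protein, with 1.69 at 90 min and 5.53 at 180 min. Both are among the 10 largest rises at 180 min.

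**Figure D4:**
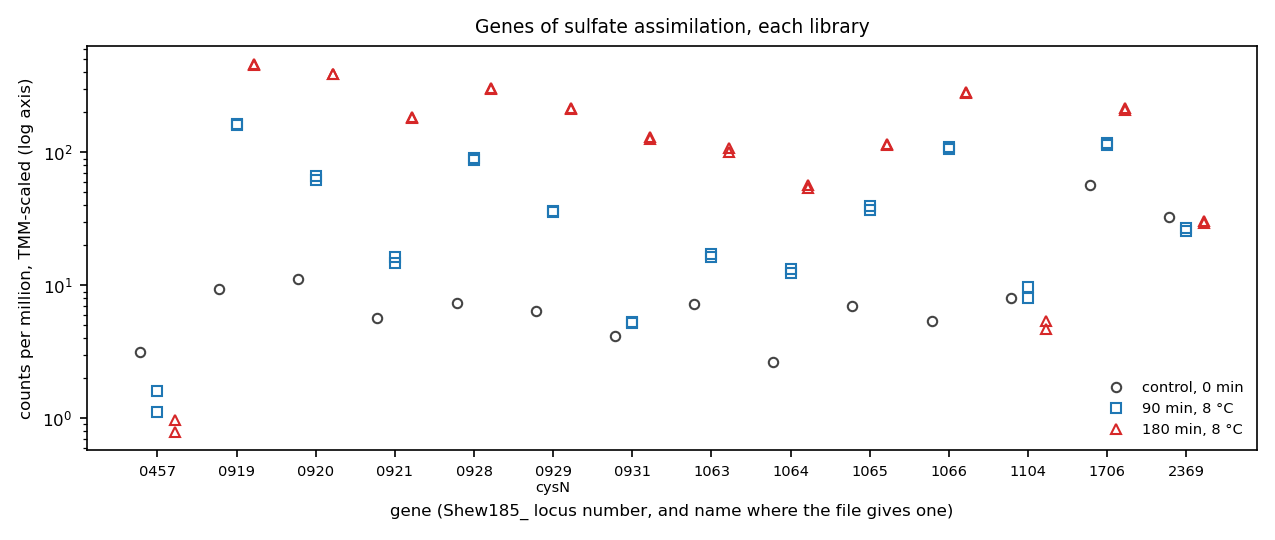
CPM after TMM scaling (log axis) of the genes on the list of sulfate uptake and reduction in the control and after 90 and 180 min at 8 °C, with 1 point per library (1 control, 2 at each time). Most genes rise at each step, as Shew185_0920 does from 11.1 CPM in the control, while Shew185_0457 falls.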

In general, this process is energy consuming and produces reduced sulfur compounds which are further utilized for biosynthesis of sulfur-containing amino acids. After 90 min of cold stress, we observed upregulation of three genes involved in this pathway encoding three subunits of the ABC sulfate transporter—the ATPase (Shew185_1063) and two inner membrane subunits (Shew185_1064 and Shew185_1065). Upregulation of these genes was still present after 180 min of the onset of cold stress. 

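Shew185_1063 had 7.27 CPM in the control and 16.8 ± 0.515 (SD, n = 2) at 90 min, a log2 fold change of 1.21 (standard error 0.0953, adjusted p = 1.85e-09) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, which was not called with scaling to total counts (0.60) or to the reference genes (0.93). Shew185_1064 and Shew185_1065 had log2 fold changes of 2.27 and 2.46 at 90 min. At 180 min, the values of the 3 genes were 3.84, 4.38 and 4.04. Shew185_1066, the periplasmic sulfate-binding protein of the same transporter, had 4.33 at 90 min and 5.70 at 180 min. All 4 genes were higher at 180 min than at 90 min.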

The sulfate ABC transporter is involved in import of sulfates from the environment. In the assimilatory pathway, sulfate is activated with ATP by the CysND sulfate adenylyltransferase (Shew185_0928, Shew185_0929,) and forms adenylyl sulfate (APS), which is next converted into 3′-phosphoadenylyl sulfate (PAPS) by the CysC adenylyl-sulfate kinase (Shew185_0931). PAPS is then reduced to sulfite by the CysH phosphoadenosine phosphosulfate reductase (Shew185_0921). Finally, sulfite (SO_3_^2−^) is reduced to sulfide (H_2_S) by the CysIJ assimilatory sulfite reductase (Shew185_0919) [72,73,74,75,76]. 

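Shew185_0931, adenylylsulfate kinase (CysC), had 4.14 CPM in the control, 5.27 ± 0.0227 (SD, n = 2) at 90 min and 128 ± 3.70 (SD, n = 2) at 180 min. Its log2 fold change of 0.35 (standard error 0.128, adjusted p = 0.0186) at 90 min was not called, and it was 4.95 (standard error 0.0839, adjusted p = 7.46e-19) at 180 min by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. With total counts its value at 90 min was negative (−0.26). Shew185_0928 and Shew185_0929, the subunits of sulfate adenylyltransferase, were higher at both times, with 2.49 for Shew185_0929 at 90 min and 5.36 and 5.07 at 180 min. Shew185_0921, phosphoadenosine phosphosulfate reductase, had 1.44 at 90 min and 5.01 at 180 min, and its call at 90 min was lost with total counts (0.84). Shew185_0919, the flavoprotein of sulfite reductase, had 4.10 at 90 min and 5.60 at 180 min. Each of these genes was higher at 180 min than at 90 min.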

All of the genes encoding these enzymes were significantly upregulated in *S. baltica* after 90 and 180 min of cold stress (Figure 5).

Hydrogen sulfide (H_2_S) is not directly excreted, but is used to synthesize L-cystine (with accompanying acetate release) and/or L-homocysteine (with accompanying succinate release). Genes encoding enzymes catalyzing these reactions, CysK (Shew185_2117) and MetB (Shew185_0536) were also upregulated in cold stressed *S. baltica*.

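Shew185_0536, O-succinylhomoserine (thiol)-lyase, had 17.2 CPM in the control, 68.8 ± 1.14 (SD, n = 2) at 90 min and 34.3 ± 0.494 (SD, n = 2) at 180 min. The log2 fold change of this gene was 2.00 (standard error 0.0667, adjusted p = 8.4e-15) at 90 min and 0.99 (standard error 0.0713, adjusted p = 4.36e-10) at 180 min by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. At 180 min it was just below the minimum for a call, and DESeq2 (1.09), the test with no filter (1.00) and the fit without 180 min replicate 1 (1.00) called it. Shew185_2117, listed as a pyridoxal phosphate-dependent enzyme, had 12.2 CPM in the control, 12.3 ± 0.160 (SD, n = 2) at 90 min and 14.6 ± 0.118 (SD, n = 2) at 180 min, and was not called (0.019 at 90 min and 0.26 at 180 min on the log2 scale). Its sign at 90 min was negative with each other edgeR scaling, and at 180 min with total counts (−0.60) and reference gene scaling (−0.054).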

It is interesting that the only downregulated genes in the sulfur metabolic pathway were those encoding the tetrathionate reductase—*ttrB* (Shew185_3734), and thiosulfate/3-mercaptopyruvate sulfurtransferase (Shew185_1160), i.e., enzymes playing a key role in tetrathionate and thiosulfate metabolism. 

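Shew185_3734, listed as an iron-sulfur ferredoxin domain protein, went from 9.47 CPM in the control to 3.04 ± 0.280 (SD, n = 2) at 90 min and 2.25 ± 0.175 (SD, n = 2) at 180 min. On the log2 scale it changed by -1.64 (standard error 0.139, adjusted p = 5.18e-09) at 90 min and -2.08 at 180 min by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Shew185_1160, a rhodanese domain protein, had 28.2 CPM, 20.5 ± 0.717 (SD, n = 2) and 17.8 ± 0.387 (SD, n = 2), or -0.46 at 90 min and -0.67 at 180 min on the log2 scale, and was called lower with scaling to total counts only (−1.07 and −1.52).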

Under anaerobic conditions there is a switch of sulfur metabolism to the dissimilatory pathway in which APS is directly reduced to sulfite and then to sulfide (H_2_S) by a dissimilatory sulfite reductase (pathway not shown on the scheme of sulfur metabolism in Figure 5). The dissimilatory pathway of sulfate reduction leads to anaerobic respiration in which many sulfur compounds may serve as the terminal electron acceptors of the respiratory chain. It was reported that the extraordinary ability to use a variety of respiratory electron acceptors, including iron (III), manganese (IV), chromium (VI), uranium (VI), nitrate, elemental sulfur, sulfite, thiosulfate, and tetrathionate, is the hallmark of the *Shewanella* genus [75,76,77]. A molecular mechanism of anaerobic respiration involving inorganic sulfur compounds in *S. oneidensis* was suggested, but it is still poorly understood [76].

The dissimilatory sulfur pathway itself was not found in our analysis as affected in any direction. However, *S. baltica* was found to produce large quantities of inorganic sulfide (H_2_S) as a consequence of fish spoilage during prolonged on-ice storage. This phenomenon has a great implication for the fishery industry [21]; the *Shewanella* genus was named after a scientist working in the fisheries microbiology, aptly named J. M. Shewan [78]. It has to be mentioned that H_2_S is released from bacterial cells only through anaerobic respiration of the dissimilatory sulfur pathway. Therefore, there is a link between low temperature conditions and the metabolic switch to the dissimilatory sulfur pathway. It was also reported that anaerobic respiration enzymes, such as the sulfite reductase and sulfate reductase, are significantly elevated at the transcriptional level in *S. algae* 2736 cells after high salt exposure [79].

Thus, it may be possible that *S. baltica* has a good reason to keep the tetrathionate and/or thiosulfate conversions to sulfite downregulated, so these compounds could accumulate and serve as electron acceptors in the anaerobic respiration. The question is how can the cold stress or high salt stress lead to anaerobic respiration through the dissimilatory sulfur pathway? Cold or high saline conditions lead to anaerobic conditions in the complex marine environment. Thus, cold stress might be a signal for *S. baltica* cells that anaerobic conditions are possible to attain. There is a high flow of fresh water from rivers but a limited sea water exchange with the Northern Sea in the Baltic Sea; deep water is ventilated only by large perturbations. Low temperature may cause a vertical gradient of salinity, which suppresses adequate ventilation of deep water, resulting in decreased oxygen and increased hydrogen sulfide concentrations [80].

### 2.8. Modified Expression of Genes Responsible for Membrane Integrity and Composition

Properties of cellular membranes depend on the membrane structure and composition, influencing such important processes as transport of nutrients and ions, solute uptake, and osmotic pressure [81]. Proper membrane fluidity is required to maintain its structure and function. Thus, during cold stress, in addition to the response to the envelope stress by inducing sigma E-transcribed genes, bacteria have to deal with decreased membrane fluidity causing membrane stiffness [82]. Composition of the membrane fatty acids is one of most important features responsible for membrane fluidity. Bacteria respond to lowered temperature by increasing the proportion of unsaturated fatty acids (UFA) in the membrane, e.g., by desaturation of fatty acids in phospholipids or by incorporation of unsaturated instead of saturated fatty acids in the membrane structures [83,84]. On the gene expression level, these adaptations can be achieved by various ways—in *E. coli* and many other Gram-negative bacteria, the *lpxP* gene is induced by stress and its product is responsible for attaching an unsaturated fatty acid (the palmitoleate) instead of a saturated laurate to lipid A [85]. In *Bacillus subtilis*, *Listeria monocytogenes* and some other Gram-positive bacteria the proportion of branched fatty acids increases upon cold stress due to their elevated synthesis [86]; moreover, expression of the fatty acids desaturase gene, *des*, is induced [84,87]. Synthesis of UFA can be achieved through two pathways—anaerobic, dependent on the FabA and FabB enzymes (as shown in *E. coli*), and aerobic—by the Des enzyme [84,88]. Expression of the *fabA* and *fabB* genes was shown to be under control of an activator (FadR) and a repressor (FabR) [89]. Moreover, increased cold adaptation is correlated with the synthesis of polyunsaturated fatty acids (PUFA), with two main genes playing an important role in this process, *pks* and *pfaB* [90]. Synthesis of UFA was described for *S. oneidensis* and *S. putrefaciens* (based on the presence of the FadR regulon and the Des enzyme), however, the PUFA synthesis was shown only for *S. oneidensis* and *S. baltica* [91,92]. Our transcriptome analysis revealed that the genes involved in biosynthesis of UFA and PUFA are under cold stress mediated regulation. We found that expression of a *fabA* ortholog (Shew185_2605) had increased after 180 min of the cold stress onset, which correlated with induced expression of *fadR* (Shew185_1771) and decreased expression of *fabR* (Shew185_2605) (Figure 6, Supplementary Figure S2 and Table S1). These observations indicate that the process of UFA synthesis is induced and upregulated as a response to cold stress. 

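Shew185_1771, the fatty acid metabolism regulator FadR, had 46.1 CPM in the control, 106 ± 1.65 (SD, n = 2) at 90 min and 120.4 ± 0.844 (SD, n = 2) at 180 min. The log2 fold change of *fadR* was 1.20 (standard error 0.0519, adjusted p = 3.43e-13) at 90 min and 1.39 (standard error 0.0522, adjusted p = 3.66e-14) at 180 min by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with both calls lost under scaling to total counts (0.59 and 0.53) and that at 90 min with reference gene scaling. Shew185_2605, listed as 3-hydroxydecanoyl-ACP dehydratase, the product of *fabA*, had 82.7 CPM in the control, 80.2 ± 0.905 (SD, n = 2) at 90 min and 87.7 ± 1.54 (SD, n = 2) at 180 min. Its log2 fold changes were -0.043 (adjusted p = 0.419) and 0.086 (adjusted p = 0.117) by the same test, edgeR. At 180 min the sign was negative with deposited (−0.026), reference gene (−0.23) and total count (−0.76) scaling.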

Analogous results were recently shown for *S. putrefaciens* [92]. 

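Shew185_2748, which the table of counts lists as a hypothetical protein, had 11.3 CPM in the control, 4.77 ± 0.176 (SD, n = 2) at 90 min and 3.34 ± 0.359 (SD, n = 2) at 180 min. The log2 fold change was -1.24 (standard error 0.121, adjusted p = 3.4e-08) at 90 min and -1.74 (standard error 0.134, adjusted p = 1.13e-09) at 180 min by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.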

Interestingly, expression of the *des* gene (Shew185_2748) was decreased (Supplementary Figure S3 and Table S1) which again correlates with the *S. putrefaciens* data, suggesting that the anaerobic pathway of UFA synthesis plays a major role in the cold-induced modification of membrane composition for the *Shewanella* strains. 

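Shew185_1419, listed as an erythronolide synthase, had 324 CPM in the control, 945 ± 3.08 (SD, n = 2) at 90 min and 864 ± 6.39 (SD, n = 2) at 180 min. For this gene the log2 fold change was 1.55 (standard error 0.0490, adjusted p = 4.24e-15) at 90 min and 1.42 at 180 min by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Shew185_1418, of the PfaB family, had 1.61 at 90 min and 1.65 at 180 min. Scaled to total counts, Shew185_1419 was not called (0.94 and 0.57), nor was Shew185_1418 at 180 min (0.80). Of 18 genes of fatty acid synthesis, 3 were higher and 2 lower at 90 min, and 5 higher and 3 lower at 180 min (the same when adjusted over the list alone). The third gene higher at 90 min was the neighbouring Shew185_1417, a dehydratase (1.24, named after its value was seen). Shew185_4227, listed as *fabG*, had -2.61 at 90 min and -2.77 at 180 min, and Shew185_3855, a subunit of acetyl-CoA carboxylase, -1.55 at 90 min and -1.77 at 180 min. Total counts gave 1 higher and 4 lower at 90 min and 0 higher and 9 lower at 180 min, and reference gene scaling 3 higher at 180 min.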

PUFA production mediated by the *pks* and *pfaB* genes (Shew185_1419 and Shew185_1418, respectively) is also induced, as the expression of these genes was already elevated after 90 min of cold stress (Supplementary Table S1). Thus, our data present evidence that *S. baltica* adjusts to the low temperature by maintaining its membrane fluidity by altered membrane composition.

### 2.9. Changes in Amino Acid Metabolism and Translation-Related Pathways in Response to Cold Stress

After 90 min of cold stress, we observed a significant downregulation of metabolic pathways of several amino acids in *S. baltica*, including arginine, valine, leucine and isoleucine, phenylalanine, tyrosine, tryptophan, arginine, proline, histidine, phenylalanine, and beta-alanine metabolism. Downregulation of these pathways was still present at 180 min; moreover, the downregulated pathways also included glycine, serine, threonine, lysine and tyrosine metabolism (Supplementary Figure S1 and Table S3). Most of these pathways were characterized with downregulation of 50% or more genes assigned to each pathway; valine, leucine and isoleucine metabolism appeared to be the most affected pathway with over 80% of assigned genes being significantly downregulated (Supplementary Table S3). 

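Of 12 genes for the synthesis of leucine, isoleucine and valine, 11 were lower at 90 min and 10 at 180 min (the same when adjusted over the list alone). Shew185_0387, the large subunit of isopropylmalate isomerase of leucine synthesis, went from 179 CPM in the control to 21.5 ± 0.567 (SD, n = 2) at 90 min and 19.6 ± 0.768 (SD, n = 2) at 180 min, with a log2 fold change of -3.06 (standard error 0.0545, adjusted p = 1.75e-18) at 90 min by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Its neighbours Shew185_0386 and Shew185_0388 (*leuD*) had -3.07 and -3.10 at 90 min. Shew185_4008 (*ilvM*), of the synthesis of isoleucine and valine, had -2.54 at 90 min and -3.18 at 180 min. The median of the list was −2.17 at 90 min and −2.99 at 180 min, and limma's camera gave adjusted p = 1.99e-08 at 90 min (adjusted p = 0.286 with an estimated correlation). The paper singled out this pathway on these samples, so the count is not independent evidence of its direction.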

Interestingly, initially mostly non-polar amino acid metabolism was transcriptionally downregulated, but later polar amino acid metabolism was affected as well. It was previously shown that *S. oneidensis* downregulates genes of amino acid biosynthesis under cold stress conditions [23]. A study of cold stress-induced proteomic response confirmed that a variety of *S. oneidensis* proteins used in amino acid synthesis was also downregulated [93]. Results of functional annotation of the differentially expressed genes from *S. piezotolerans* showed upregulation of amino acid transport and metabolism-related genes upon heat stress, and downregulation upon cold stress [94]. Contrary, analysis of cold stress response in *T. tengcongensis* revealed that among differentially expressed genes, those involved in synthesis of branched amino acids were upregulated [55]. Interestingly, along with downregulation of amino acid metabolism, we observed upregulation of some translation-related pathways. 

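Of 24 genes of aminoacyl-tRNA synthetases, which charge tRNAs with amino acids, 6 were higher and 1 lower at 90 min, and 9 higher and 1 lower at 180 min, with the same counts when adjusted over the list alone. Shew185_3491 (*lysS*) had 271 CPM in the control, 715 ± 2.30 (SD, n = 2) at 90 min and 759.7 ± 1.38 (SD, n = 2) at 180 min. Shew185_2458 (*metG*) had log2 fold changes of 1.25 at 90 min and 1.46 at 180 min, and Shew185_1585, for glutamine, 1.09 at 90 min and 1.42 at 180 min. The gene lower at both times was Shew185_3672, listed only as a class II synthetase, with -3.23 at 90 min and -3.47 at 180 min. With scaling to total counts 0 were higher at either time, and with reference gene scaling 2 at 90 min and 4 at 180 min. Upper-quartile and deposited scaling gave 3 higher at 90 min, and total counts 2 lower at 180 min. limma's camera gave adjusted p = 0.0134 at 90 min (adjusted p = 0.335 with an estimated correlation, 0.116 with total counts and 0.0604 with reference gene scaling). Being the paper's choice, the list is not independent evidence of a direction.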

Our results of functional annotation of differentially expressed genes from *S. baltica* showed upregulation of the aminoacyl-tRNA biosynthesis pathway (Supplementary Figure S1); also, expression of a set of aminoacyl synthetases was affected after the onset of cold stress (Supplementary Table S3). Gene expression of a set of tRNAs for Ala, Ile, Leu, Ser, Glu and Met was also upregulated (Supplementary Table S3). In addition, the category ‘ribosome’ was upregulated as well (Supplementary Figure S1). 

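Of 103 tRNA genes tested, 23 were higher at 90 min and 85 at 180 min (23 and 86 when adjusted over the list alone), and 8 were higher at 180 min than at 90 min. Shew185_R0075, a methionine tRNA, had 5.54 CPM in the control, 28.3 ± 0.893 (SD, n = 2) at 90 min and 44.8 ± 2.34 (SD, n = 2) at 180 min, with a log2 fold change of 3.02 (standard error 0.0964, adjusted p = 3.58e-15) at 180 min by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Its neighbour Shew185_R0076 had 2.27 at 90 min and 3.04 at 180 min. Identical tRNA copies may share reads, so single copies are uncertain. The gene called lower at 180 min was Shew185_R0005, the selenocysteine tRNA, whose levels of 0.361 CPM in the control and 0.0423 ± 0.0598 (SD, n = 2) at 180 min are those of a few counts, and whose call was lost with DESeq2, with no filter and without 180 min replicate 1. The median of the list was 0.75 at 90 min and 1.41 at 180 min. With total counts 7 were higher at 90 min and 19 at 180 min, with 3 lower at each time, and with reference gene scaling 13 were higher and 1 lower at 90 min and 2 lower at 180 min. The paper's choice of tRNAs was made on these samples, so the list is not independent evidence of a direction.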

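All 54 ribosomal protein genes tested were higher at 180 min, and 33 of them at 90 min, with the same counts when adjusted over the list alone. Shew185_0702 (*rplM*) had 2452 CPM in the control, 7971 ± 55.1 (SD, n = 2) at 90 min and 10850 ± 279 (SD, n = 2) at 180 min. Its log2 fold change was 2.15 (standard error 0.0810, adjusted p = 3.74e-14) at 180 min by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Shew185_1191 (*rpsU*) had 1.84 at 90 min and 2.29 at 180 min, and Shew185_0217 (*rpmJ*) 1.59 at 90 min and 2.17 at 180 min. The median of the list was 1.12 at 90 min and 1.94 at 180 min, and 11 members were higher at 180 min than at 90 min. limma's camera gave adjusted p = 5.12e-13 at 180 min (adjusted p = 0.319 with an estimated correlation). With total counts 5 were higher at 90 min and 35 at 180 min, and with reference gene scaling 16 at 90 min. The category was chosen by the paper on these samples, and its count is not independent evidence of its direction.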

Transcriptional level of genes required for the biosynthesis of many amino acids was previously found to be reduced during cold stress response in *B. subtilis* [95]. Induction of several genes encoding ribosomal proteins was also found in this bacterium [95]. However, in contrast to our results, genes encoding some of the tRNA synthetases, *aspS*, *hisS*, *metS* and *thrS*, were repressed in *B. subtilis* [95].

Intriguingly, it was reported that psychrophilic strains of *Shewanella* spp. and other cold-adapted γ-proteobacteria have a decreased alanine, proline, glycine and arginine content in their proteomes in comparison to the warm-adapted *Shewanella*, whereas the content of amino acids, such as lysine, isoleucine and asparagine was found to be increased in the cold-adapted proteins [96]. This characteristic amino acid profile was suggested to be beneficial for protein structural flexibility at low temperatures. In our study, we observed transcriptional decrease in expression of several amino acids metabolism-related genes, including those involved in the alanine, proline, glycine, and arginine metabolic pathways. Although lysine or isoleucine biosynthetic pathways in our study were found to be downregulated, we observed that the degradation pathway of these two amino acids was downregulated as well. It seems that in *S. baltica*, the metabolism of certain amino acids can be modulated in order to obtain a well-fitting composition of proteins upon the temperature drop. Thus, we hypothesize that bacterial adaptation to cold may be considered not only as an evolutionarily-gained feature of cold-adapted bacteria, as it was previously reported, but also as an efficient switching mechanism ensuring fast and accurate adaptation to temporal cold conditions. Nevertheless, this hypothesis needs to be verified.

## 3. Materials and Methods

### 3.1. Bacteria and Growth Conditions

*S. baltica* M1 strain employed in this study was isolated from surface water of the Gulf of Gdańsk and its genome was sequenced previously [97]. Bacteria were cultured in chemostats in the Instant Ocean™ Synthetic Sea Salts (Fisher Scientific, Ottawa, ON, Canada) medium in a total volume of 150 mL, at 20 °C, with the growth rate of µ = 0.2. The cold stress was achieved by shifting temperature of the media down to 8 °C. At time 0, and after 90 and 180 min of cold stress, samples (5 mL) were withdrawn and equal volumes of RNAprotect Bacteria Reagent (Qiagen, Hilden, Germany) were added. After 5 min of incubation at room temperature, samples were centrifuged (10 min; 5000× *g*), the pellet was resuspended in 200 µL of standard Tris-EDTA buffer and frozen in liquid nitrogen.

### 3.2. RNA Isolation and Sequencing

RNA was isolated from chemostat-culture samples using the RNeasy Mini Kit (Qiagen, Hilden, Germany) according to the manufacturer’s recommendation. The quality and concentration of the isolated RNA was assessed by using Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA). The library construction and RNA sequencing was performed through the RNA-Seq Service (Macrogen Europe, Amsterdam, Netherlands). Briefly, a paired-end, strand-specific library was constructed from RNA depleted of ribosomal RNA (Ribo-Zero rRNA Removal Kit (Bacteria) (Illumina, San Diego, CA, USA)) using TruSeq Stranded Total RNA Sample Prep Kit (Illumina, San Diego, CA, USA). The data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus [98] and are accessible through the GEO Series accession number GSE150927 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE150927).

### 3.3. Bioinformatics Analysis

The raw sequence data were quality filtered using the fastp software [99]. Filtered fastq files were used for mapping to the *S. baltica* OS185 chromosome (accession number: NC_009665.1) using Rockhopper version 2.0 software with default parameters [100]. 

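Counts of rRNA genes made up 25.5% of all counts in the control, 21.3 and 16.6% at 90 min, and 15.7 and 12.9% at 180 min, so that the share was lower in the cold. The rRNA genes took 7329427 counts in the control and 3654518 to 7073161 in the cold libraries. Protein-coding genes took 19289585 counts in the control, 24172332 and 24460387 at 90 min, and 28018810 and 22976805 at 180 min. With the rRNA genes left out of the test, a choice made after the data were seen, 940 genes were lower at 90 min and 1048 at 180 min, and 857 were higher at 180 min.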

Despite ribodepletion, between 12–23% reads were mapped to ribosomal RNA genes. This resulted in 783× coverage for protein coding genes, on average. Summary statistics are available in Supplementary Table S2. Rockhopper was used for subsequent normalization and differential gene expression analysis. The results table generated by the software was further processed and filtered using R. KEGG enrichment analysis was performed using the KEGGprofile package [33].

### 3.4. RT-qPCR Assay and Data Analysis

Synthesis of cDNA was performed in a total volume of 20 µL; the reaction contained 1 µg of total RNA, 4 µM random hexamers (Invitrogen by Thermo Fisher Scientific, Carlsbad, CA, USA), 1 mM dNTP Mix (Invitrogen by Thermo Fisher Scientific, Carlsbad, CA, USA), 1X RT buffer, 5 mM DTT, 1.25 U of RNase Inhibitor and 0.5 U of AMV Reverse Transcriptase Native (EurX, Gdańsk, Poland), according to the manufacturer’s instructions. Priming of RNA-hexamers-dNTP was performed at 65 °C for 5 min and then was chilled on ice. Reverse transcription was performed in a thermocycler under the following conditions: 20 °C for 10 min (random primer extension), 50 °C for 50 min (cDNA synthesis) and 75 °C for 10 min (inactivation). Reverse transcriptions were performed in duplicate. Samples of cDNA were diluted 1:20 in water, and 4 µL aliquots were used as a template in subsequent qPCR reactions.

Primers for qPCR of target and reference genes were designed using the Clone Manager 10 software (Sci Ed Software LLC, Westminster, CO, USA) and synthesized by Sigma-Aldrich (St. Louis, MO, USA) custom service; primer sequences are available in Supplementary Table S4. All PCR products obtained with the designed primers were checked for consistency with the expected sequence by Sanger sequencing (Macrogen Europe, Amsterdam, Netherlands). Real-time qPCR amplification was performed in a total volume of 10 µL using the SG qPCR Master Mix (2X) kit (EurX, Gdańsk, Poland) according to the manufacturer’s instruction, with the 0.5 µM final concentration of each primer. Reactions were run in the LightCycler^®^ 480 Instrument II (Roche Diagnostics Ltd., Rotkreuz, Switzerland) at the following conditions: 95 °C for 2 min (initial denaturation), followed by 35–45 cycles of 94 °C for 15 s, 53 °C for 30 s, and 72 °C for 30 s. Melting curve analysis was performed between 65 °C and 95 °C. Crossing threshold (Ct) values were generated by the LightCycler^®^ 480 Software version 1.5 (Roche Diagnostics GmbH, Rotkreuz, Switzerland). We assumed that the optimal Ct values should be in the range of 20–32 cycles; if lower or higher Ct values were obtained, volumes of cDNA template were adjusted and qPCR amplifications were repeated. Each cDNA template was amplified twice with two technical replicates for each assay. Negative controls, such as reactions without reverse transcriptase or without cDNA template, were included in our analysis. For validation of reference genes, we used a set of 10-fold dilutions (ranging from 1 to 1:10,000) of cDNA as a template for qPCR. The stability and validity of five candidate reference genes for normalization of RT-qPCR results were determined by the BestKeeper version 1 tool [101] using raw Ct values. The 2^−∆∆Ct^ algorithm was used to calculate the relative gene expression [102]. All results were checked for outliers with Iglewicz and Hoaglin’s two sided test for multiple outliers [103]; outlier criterion was set at the modified Z-score ≥ 3.5.

## 4. Conclusions

Here, we present evidence that *S. baltica* undergoes global transcriptional changes in order to adapt to cold stress. The most pronounced response was massive downregulation of approximately 70% of differentially expressed genes, indicating a general shutting down of many energy-consuming pathways to increase survival. However, certain pathways were upregulated, and their roles generally correspond with stress adaptation and in some extent coincide with analogous responses observed in other *Shewanella* genus representatives. In particular, cold induced proteins’ gene expression was increased, and the fatty acids synthesis pathways were adjusted to alter membrane composition to higher content of unsaturated fatty acids to preserve membrane fluidity. Interestingly, global transcription reprogramming was observed in cold-stressed *S. baltica*: expression of the *rpoE* gene, encoding the sigma E factor, was induced in response to the envelope and oxidative stress, while the housekeeping sigma factor, *rpoD,* expression decreased. We also observed an increase in the flagellar genes’ expression indicating that *S. baltica* intensifies its motility in response to cold stress. Modulation of amino acid metabolism and protein translation network is another evident response of *S. baltica* to the temperature drop. Alterations in amino acid profiles during cold stress are apparently common in bacterial world, thus it may be assumed as a universal response mechanism ensuring adequate protein structural flexibility, stability and activity at low temperatures. Transcriptional downregulation of type II secretion system observed in our study will definitely affect the export of proteins outside the cell via this route. This phenomenon of complete transcriptional switch off of one specific secretion system needs further investigation to elucidate its role in bacterial survival and adaptation capacity at low temperatures. Our results also indicate that cold stress may stimulate *S. baltica* to prepare for potentially upcoming anaerobic conditions, which are common at low temperatures in the complex marine environment. We detected a significant upregulation of expression of genes assigned to the assimilatory branch of the sulfate reduction pathway, but we did not observe a transcriptional switch to anaerobic respiration at the transcriptional level, perhaps due to a relatively short period of cold stress in our experimental design. However, as downregulation of genes encoding degradation of thiosulfate and tetrathionate was observed, we hypothesize that these two compounds might eventually serve as electron acceptors in alternative respiration pathways, which were previously described for the *Shewanella* genus.

*Shewanella* species are considered as the main players in denitrification and bioremediation processes; they are also known for their spoilage and decomposition potential. Thus, revealing the mechanisms of *S. baltica* response to low temperatures is important not only for the general knowledge of bacterial cold stress adaptability, but it is also of great importance for the marine environmental studies, as well as for biotechnology, with focus on e.g., bioremediation, and even for the fishery industry.

## Figures and Tables

**Figure 1:**
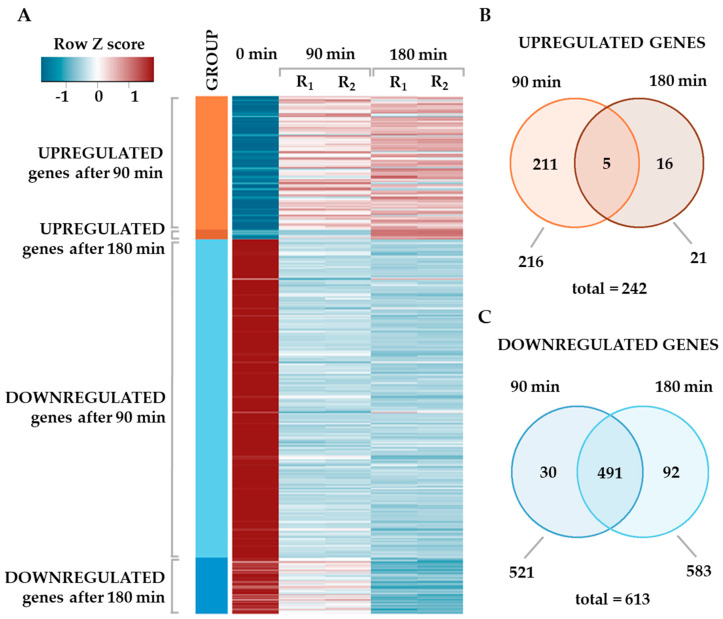
Changes in the global gene expression upon cold stress. (**A**) Heatmap presenting changes in gene expression for significantly altered genes (|log_2_FC| > 1 and adjusted *p* value <0.01). Column 0 stands for the control sample; replicates for 90 and 180 min time points are labeled R_1_ and R_2_. Gene expression data are presented as Z-score transformed, scaled in rows values. (**B**,**C**) Venn diagrams representing overlap between differentially expressed genes at both time points.

**Figure 2:**
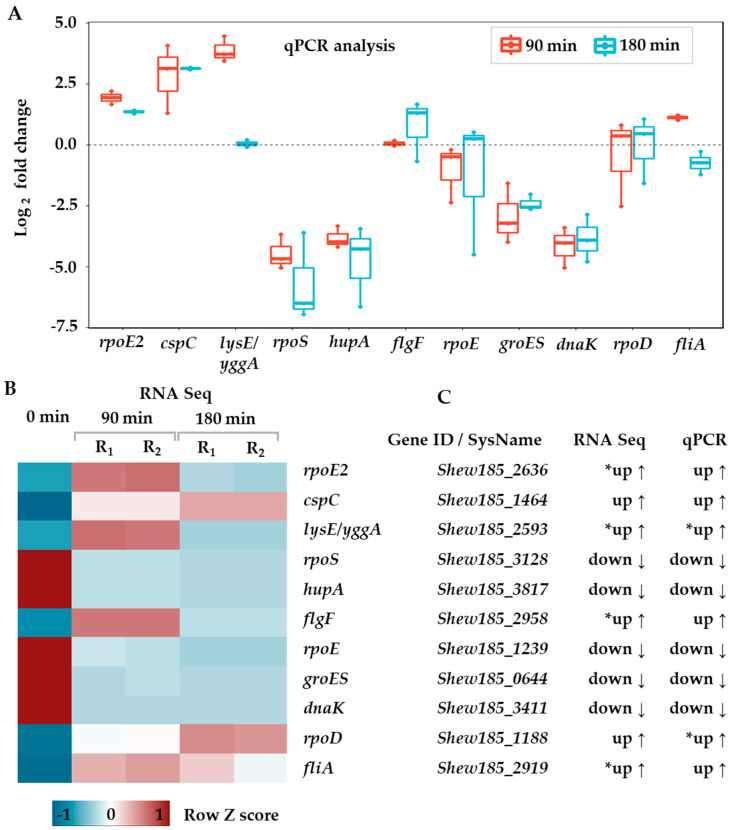
Validation of RNA sequencing results with RT-qPCR. (**A**) Log_2_ fold change of relative gene expression measured by RT-qPCR. Data were normalized to three reference genes (for details see the Materials and methods, Section 3.4). Each point represents average of four technical repeats for a biological replicate. Red and blue colors mark 90 and 180 min time points, respectively. (**B**) Heatmap showing row Z-score transformed, row scaled expression for corresponding genes. Column 0 stands for control sample for 0 min time point; replicates for 90 and 180 min time points are labeled R_1_ and R_2_. (**C**) Direction of changes in respect to control (time 0) for corresponding RNA-seq and RT-qPCR assays. Asterisk (*) marks the expression change categorized as up although in fact it is upregulated only after 90 min while downregulated after 180 min.

**Figure 3:**
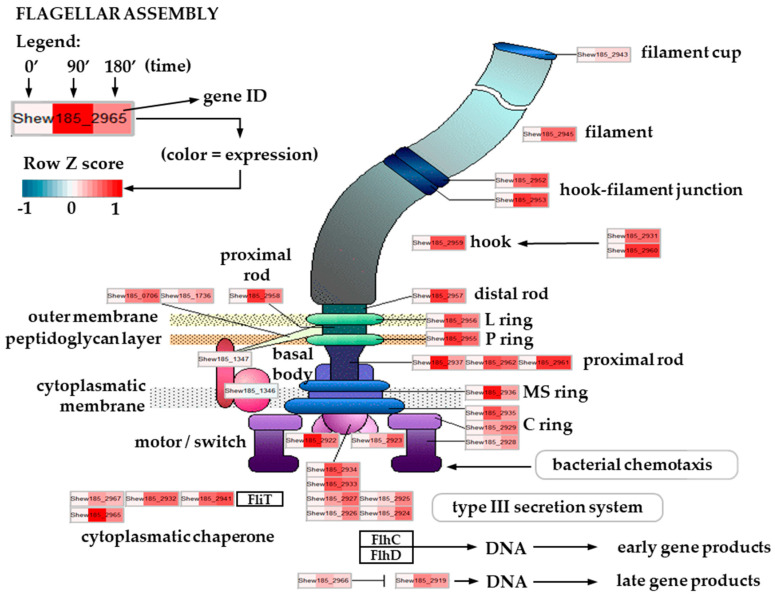
Expression changes in *S. baltica* flagellar assembly pathway upon cold stress. Scheme of flagellar assembly pathway (source: Kyoto Encyclopedia of Genes and Genomes (KEGG) database). Tripartite heatmap boxes show row Z-score scaled normalized expression values for corresponding genes upon cold stress at 0, 90 and 180 min time points, respectively.

**Figure 4:**
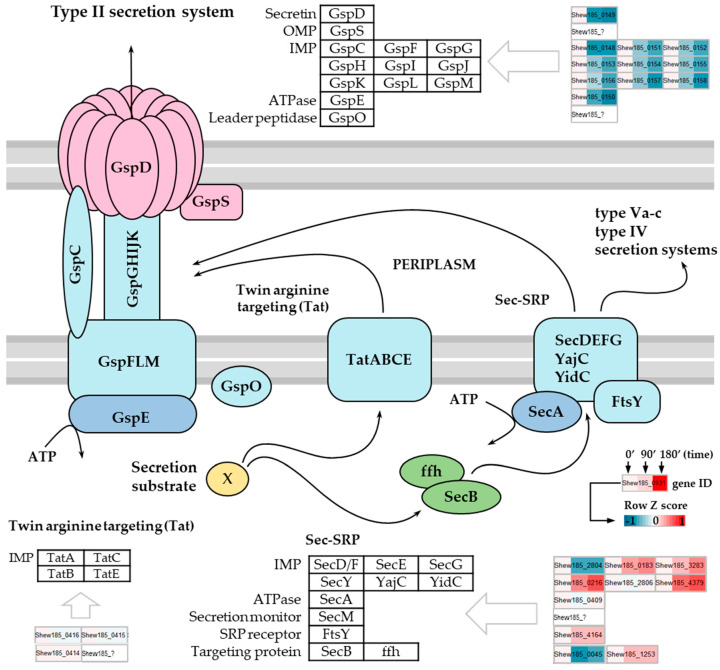
Expression changes affecting the *S. baltica* type II secretion system upon cold stress. Scheme of type II secretion system with twin-arginine targeting (Tat) and SecA and signal recognition particle (Sec-SRP) translocons (source: KEGG database). Tripartite heatmap boxes show row Z-score scaled normalized expression values for corresponding genes upon cold stress at 0, 90 and 180 min time points, respectively. Question mark denotes that the gene is not annotated in *S. baltica* OS185.

**Figure 5:**
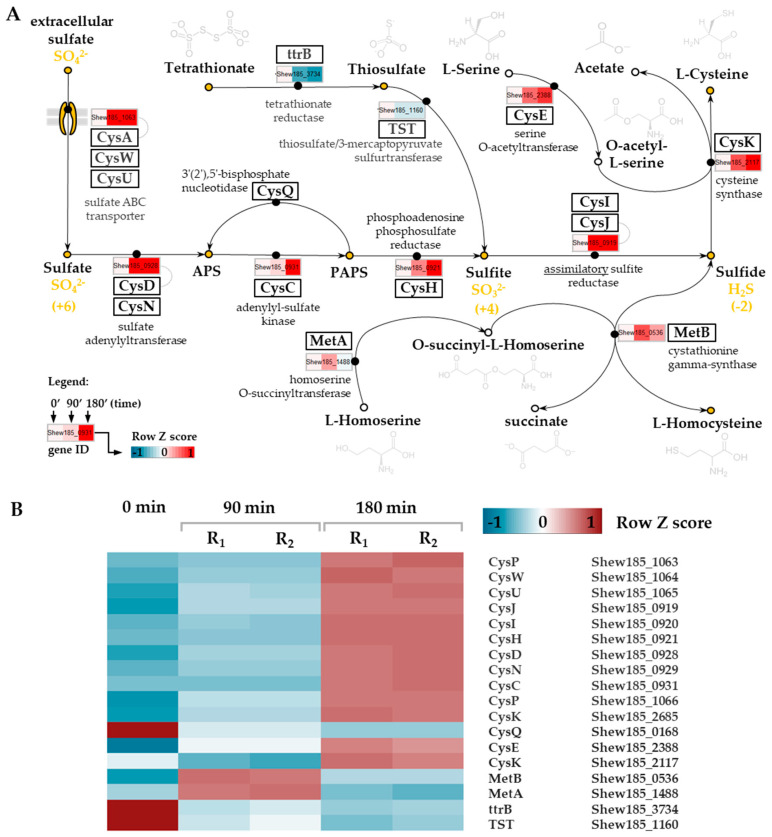
Expression changes in *S. baltica* sulfur metabolism processes upon cold stress. (**A**) Simplified scheme of sulfur assimilatory pathway and a fragment of serine, homoserine and cysteine metabolism pathways are presented (based on: KEGG database). Tripartite heatmap boxes, fixed on affected pathways (full black circles), show row Z-score scaled normalized expression values for corresponding genes upon cold stress at 0, 90 and 180 min time points, respectively. Names of specific enzymes or subunits are shown next to the relevant gene names (black boxes). Yellow circles represent sulfur-containing compounds. Oxidation states and formulas (in yellow) are shown for key inorganic sulfur compounds—sulfate, sulfite and sulfide. (**B**) Heatmap showing row Z-score scaled normalized expression for corresponding genes. Column 0 stands for control sample; replicates for 90 and 180 min time points are labeled R_1_ and R_2_.

**Figure 6:**
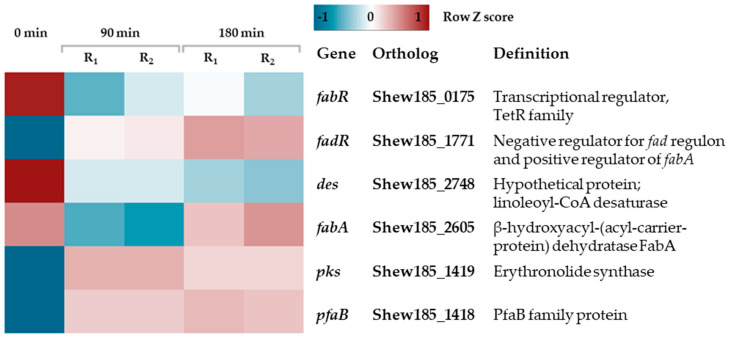
Expression changes in *S. baltica* fatty acid metabolism upon cold stress. Heatmap showing row Z-score scaled normalized expression for corresponding genes. Column 0 stands for control sample; replicates for 90 and 180 min time points are labeled R_1_ and R_2_.

## Supplementary Materials

Supplementary materials can be found at https://www.mdpi.com/1422-0067/21/12/4338/s1. Table S1. List of significantly altered genes upon cold stress. Filtering criteria: |log2FC| > 1 and *q* value < 0.01. Table S2. Summary statistics for sequencing and mapping. Table S3. KEGG pathway enrichment in genes up and downregulated upon cold stress. Table S4. Primers used in RT-qPCR assay. Figure S1. Gene enrichment of up- and downregulated metabolic pathways upon cold stress in *S. baltica*. Figure S2. Fatty acid biosynthesis metabolic pathways regulated upon cold stress in *S. baltica*. Figure S3. Fatty acid degradation metabolic pathway regulated upon cold stress in *S. baltica*.

## Abbreviations

APS	adenylyl sulfate
Cip	cold induced proteins
Csp	cold shock proteins
Ct	crossing threshold
ECF	extracytoplasmic function
FC	fold change
Gsp	general secretory pathway
IMP	inner membrane proteins
KEGG	Kyoto Encyclopedia of Genes and Genomes
OMP	outer membrane proteins
PAPS	3′-phosphoadenylyl sulfate
PUFA	polyunsaturated fatty acids
RNA-seq	RNA sequencing
ROS	reactive oxygen species
RT-qPCR	quantitative reverse transcription PCR
Sec-SRP	SecA and signal recognition particle
SOX	sulfur oxidation pathway
T2SS	type II secretion system
Tat	twin-arginine targeting
TCA	tricarboxylic acid
UFA	unsaturated fatty acids

# Supplementary material for: Adaptation of the Marine Bacterium Shewanella baltica to Low Temperature Stress
**Source:** Int J Mol Sci. 2020 Jun 18;21(12):4338. doi: 10.3390/ijms21124338
**Supplement:** Supplementary file 1

SUPPLEMENTARY FIGURES

Supplementary figures for article

Adaptation of the Marine Bacterium
*Shewanella baltica* to Low Temperature Stress

Anna Kloska ^1,^*^,#^, Grzegorz M. Cech ^2^, Marta Sadowska ^2^, Klaudyna Krause ^2^, Agnieszka Szalewska-Pałasz ^2^ and Paweł Olszewski ^3,^*^,#^

^3^

**^#^** Equal contribution to this work

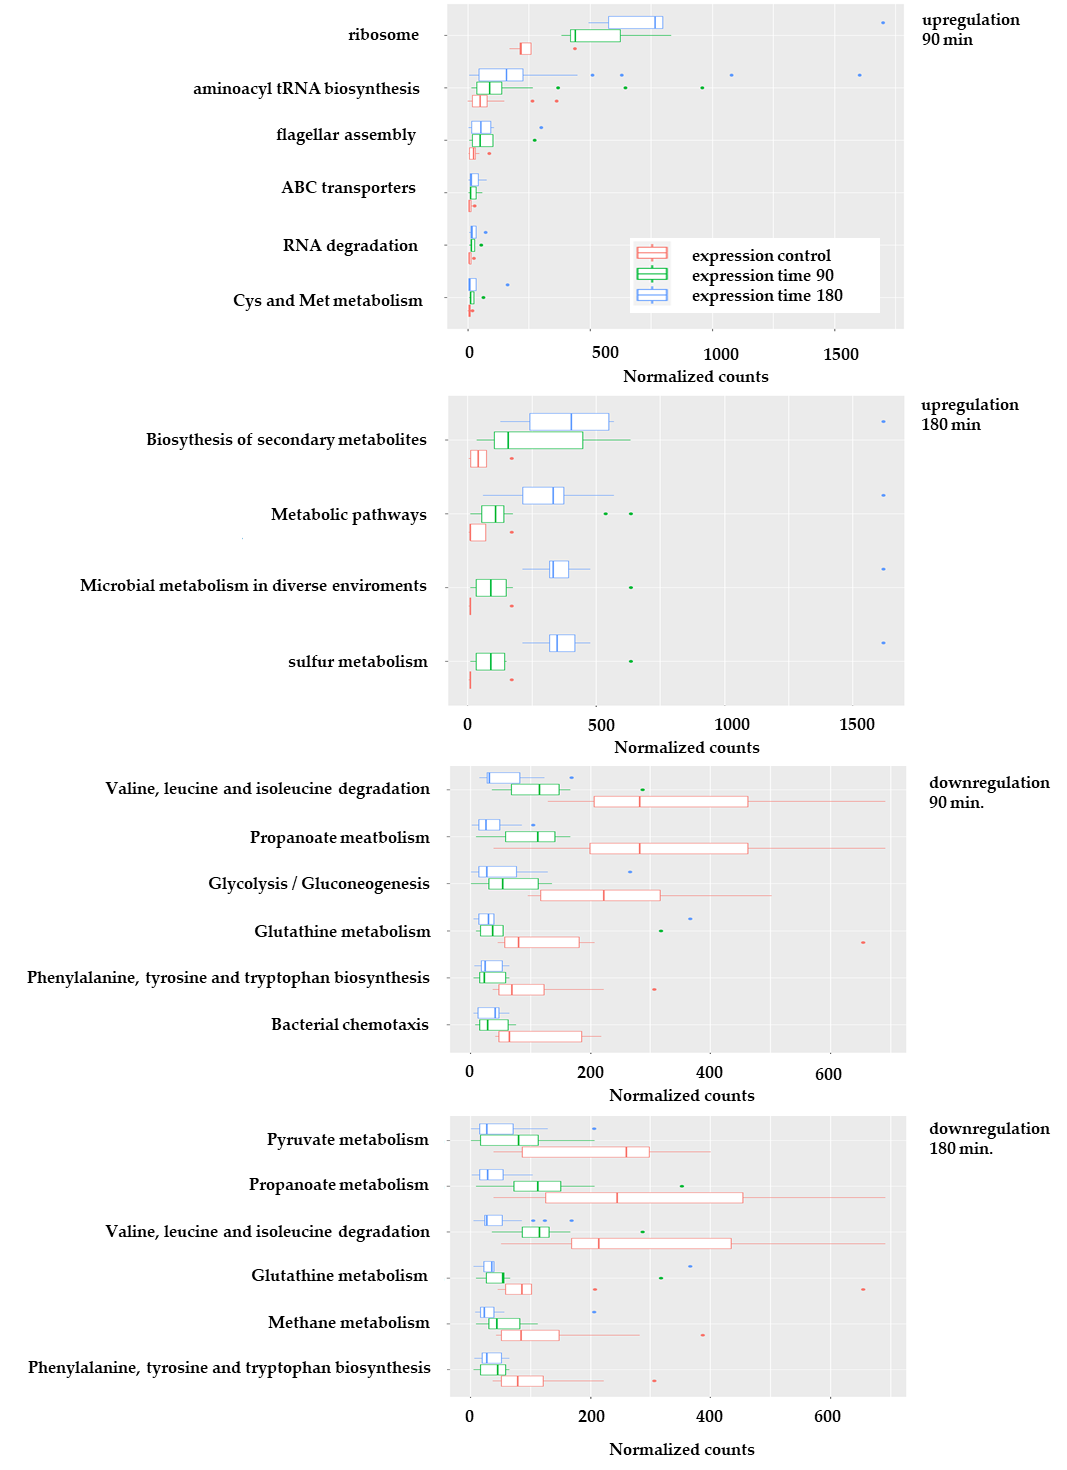

**Figure S1.** Gene enrichment of up- and downregulated metabolic pathways upon cold stress in *S. baltica.* Box-plots show gene enrichment (as normalized counts) at 0, 90 and 180 min of cold shock exposure.

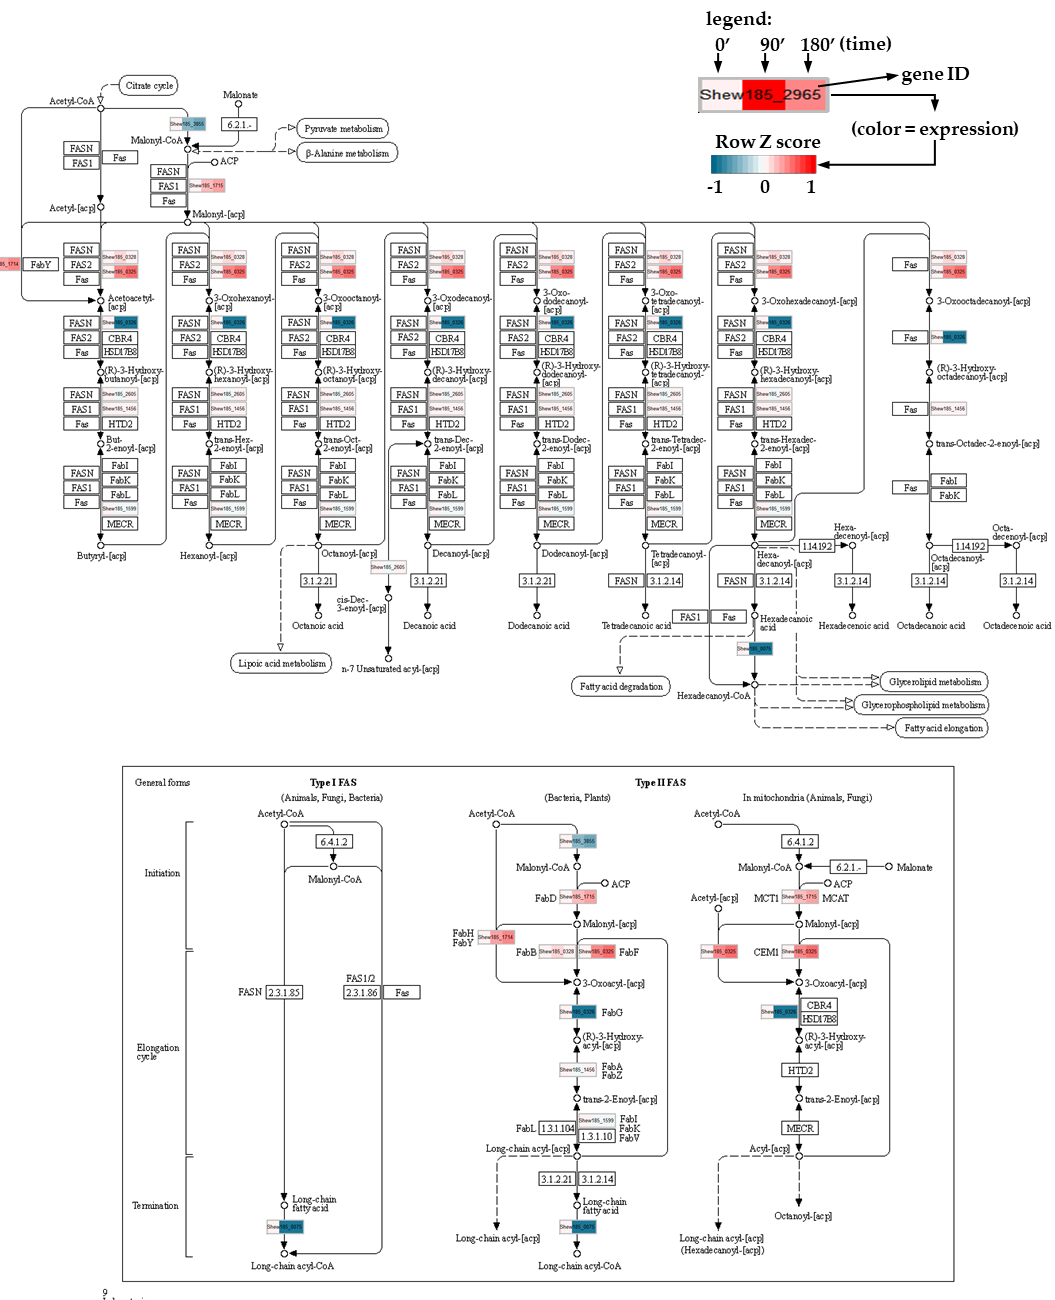

**Figure S2.** Fatty acid biosynthesis metabolic pathways regulated upon cold stress in *S. baltica*. Based on KEGG metabolic pathway maps (Kanehisa Laboratories).

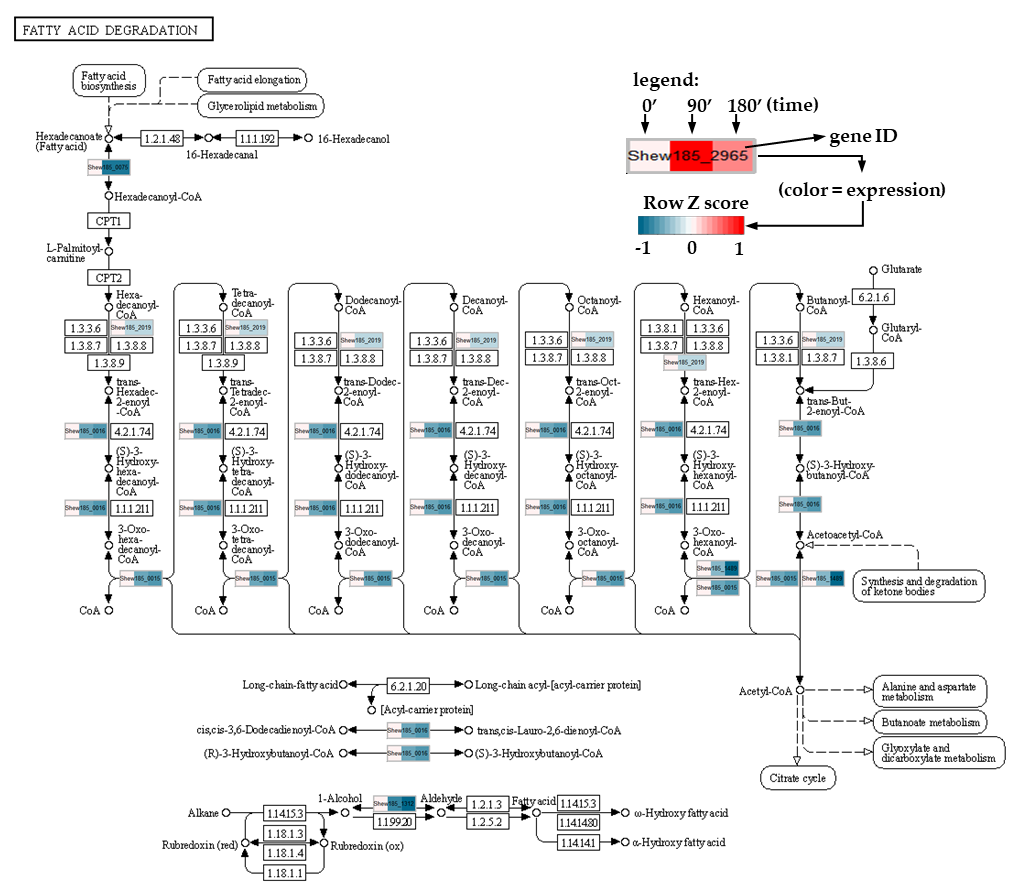

**Figure S3.** Fatty acid degradation metabolic pathway regulated upon cold stress in *S. baltica*. Based on KEGG metabolic pathway maps (Kanehisa Laboratories).

# Supplementary material for: Adaptation of the Marine Bacterium Shewanella baltica to Low Temperature Stress
**Source:** Int J Mol Sci. 2020 Jun 18;21(12):4338. doi: 10.3390/ijms21124338
**Supplement:** Supplementary file 1

**Table S4.** Primers used in RT-qPCR assay. Descriptions of PCR product length, locus tag, gene symbol and protein product are shown.

| **Primer name** | **Primer sequence**  **5’ 🡪 3’** | **PCR product [bp]** | **Locus tag/Gene**  ***S. baltica* OS185** | **Locus tag**  ***S. baltica* M1** | **Protein product** |
| --- | --- | --- | --- | --- | --- |
| **Target genes** | | | | | |
| 2636 | GATCAGTGAGTGTGTCTT  GTGACGACTTGGGTATTT | 142 | Shew185_2636  *rpoE2* | A1L58_14955 | ECF subfamily RNA polymerase sigma-24 factor |
| 1464 | AGCTTGAGGACCTTTTTGG  TGACAATGGTGGCGCTGA | 124 | Shew185_1464 | A1L58_RS06945 | Cold-shock DNA-binding domain-containing protein; CspA family; CspC |
| 2593 | TGCTTAATGGTCGGGAAA  AAGGTATGGGAATTGGTG | 190 | Shew185_2593 | A1L58_21070 | Lysine exporter protein LysE/YggA |
| 3128 | TTTCAGCACCCACATCTT  GGCGCTGTTGGATATTTT | 188 | Shew185_3128 | A1L58_12880 | RNA polymerase sigma factor RpoS; RpoD family |
| M1_HUp | TAGGTACAGTCGCTTCAG  AGCAGCCATTACCGAATC | 146 | Shew185_3817 | A1L58_19690 | Histone family protein DNA-binding protein |
| M1_FlgF | GATGGCAGTGAAGCCTATAC  AGGAAGTGGCAACACTATGG | 120 | Shew185_2958  *flgF* | A1L58_08170 | Flagellar basal body rod protein FlgF |
| M1_RpoE | CGCACAGGAAGCGTTTATC  TCATTAGCGGGCGTTCTAC | 144 | Shew185_1239  *rpoE* | A1L58_05545 | RNA polymerase sigma factor RpoE |
| M1_GroES | CTTCCGACAGGATCAAGACTTC  AATCCTTGCTGTGGGCAATG | 149 | Shew185_0644  *groES* | A1L58_17885 | Co-chaperonin GroES |
| M1_DnaK | GTCGCTTGACGTTGTGAATC  GGCTCCACCACAAGTTTCTG | 132 | Shew185_3411  *dnaK* | A1L58_03265 | Molecular chaperone DnaK |
| M1_RpoD | ATCGCTTGTGGGTATTCG  GTACCGTTGAGCTTCTGAC | 106 | Shew185_1188 | A1L58_05275 | RNA polymerase sigma-70 subunit RpoD |
| M1_FliA | CACGCGACACAGAAATTG  TCCTGAGATACGCCTAAG | 118 | Shew185_2919  *fliA* | A1L58_08380 | Flagellar biosynthesis sigma factor; RNA polymerase sigma factor FliA |
| **Reference genes** | | | | | |
| gyrA | CACGGCGATGCAGAATAAAG  TGGGCGAGGTGGTATTAAAC | 144 | Shew185_2287  *gyrA* | A1L58_20845 | DNA gyrase subunit A |
| gyrB | ATGCAAGAGCGTGAAGATGG  CACTACGGAAACCGACTAAG | 136 | Shew185_0004  *gyrB* | A1L58_18555 | DNA gyrase subunit B |
| mraZ | CAAGGCCGCATCGTGATTAC  TTACCGTCGAGCTCCACTTC | 176 | Shew185_0392  *mraZ* | A1L58_09610 | Cell division protein MraZ |
| rho | ATAACGCTCGCCTTCTTTCG  TTACGCAGCTCAGACGGTTC | 138 | Shew185_2099  *rho* | A1L58_06985 | Rho termination factor domain-containing protein |
| seqA | CCTTTGGCGATAAGCCAACC  AAAGAGGAAACGCCCTACCG | 147 | Shew185_2145  *seqA* | A1L58_04910 | Replication initiation regulator SeqA |

How the deposited data were processed for this re-analysis (not part of the article)

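Reads were filtered with fastp, whose version is not given in the sources used here, and mapped to the OS185 chromosome and counted with Rockhopper, all by the authors. The deposited count of a gene is the number of reads that the authors assigned to it, 1 value per library, and these raw counts are what was tested here. The deposited table also holds a normalized score for each library, which the authors' program made from the counts with a constant factor per library. An RPKM score and an expression score are deposited for each condition, with the libraries of a time combined by the authors' program, and the expression score is a constant multiple of the RPKM score within a condition. The deposited p-values and q-values compare conditions and were made by the authors' program, and the paper used the q-value as its adjusted p-value. The q-values are not the same as the deposited p-values after Benjamini-Hochberg adjustment over the genes tested here.

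Counting from the raw counts, 531 of 4463 annotated genes were removed by edgeR's filter for low counts and 3932 were tested, 22 of them rRNA genes. Of the genes, 366 have a gene name in the table. The 56 predicted RNAs were tested apart. The fit had 2 residual degrees of freedom and a common dispersion of 0.00132, with a prior of 14.5 degrees of freedom. TMM factors were 1.4981 in the control, 0.9522 and 1.0154 at 90 min, and 0.8037 and 0.8591 at 180 min. The median standard error for 180 against 90 min was 0.0738.

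The software was R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and Python 3.11.15. Alternatives tried were DESeq2, scaling by the upper quartile, by total counts, by the deposited normalized scores and by the candidate reference genes of the RT-qPCR assay, no filter, only the 2 groups compared, each cold library left out in turn, the predicted RNAs added, an adjusted p under 0.05 without a minimum fold change, the deposited p-values, and for 180 against 90 min the replicate number as a block. A fit without the rRNA genes was added after the data were seen.

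Genes were named by a rule: every gene that the paper names by locus tag or in Table S4, the 10 largest rises and falls at each time among called genes with a mean of at least 100 counts, a product other than hypothetical and both replicates on the same side, and up to 4 members of each list with the largest change. Any other gene is said to have been named after its values were seen. The values of Tables S1 and S3 had been seen when the rule was written. Lists were tested with limma's camera with a fixed correlation of 0.01 between genes, at an adjusted p under 0.05. Lists that did not pass at either time against the control included chemotaxis, mobile elements and prophages, aromatic amino acid synthesis, glycolysis and gluconeogenesis, and the tricarboxylic acid cycle. Oxidative stress, protein export, sigma factors and fatty acid synthesis did not pass either. When the correlation was estimated from the data instead, every list lost its result. The smallest adjusted p was then 0.286 at 90 min, 0.259 at 180 min and 0.330 for 180 against 90 min. That form rests on the 2 residual degrees of freedom and could hardly keep any list, so the loss cannot decide on one. The cold-induced factors at 180 min went from 3.77e-09 to 0.259 with an estimated correlation of 0.00763, below the fixed 0.01. limma's fry, which tests a list by itself, gave adjusted p = 0.000834 for the flagellum and 0.339 for chemotaxis at 90 min. The KEGG enrichment of the paper was not run again, and the RT-qPCR values and reads were not analysed here.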

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

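Of the tests weighed here, the change from 90 to 180 min of the genes with the largest rise, the same after leaving out 1 cold library, and the totals without rRNA genes were chosen only after the result was seen, while the totals without the 100 most abundant genes were written before it.

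In the direct test between the 2 times in the cold, 212 genes were lower and 66 higher at 180 min than at 90 min. The log2 fold changes from 90 to 180 min in the sulfate region were 1.50 in Shew185_0919, 2.60 in Shew185_0920, 3.56 in Shew185_0921, 1.76 in Shew185_0928, 2.58 in Shew185_0929, 3.84 in Shew185_0930 and 4.60 in Shew185_0931. For the transporter they were 2.63 in Shew185_1063, 2.11 in Shew185_1064, 1.58 in Shew185_1065 and 1.37 in Shew185_1066. The regulator of phosphate uptake PhoU, Shew185_1536, rose by 1.66.

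Between the times, 6 of 17 genes of fatty acid degradation and 5 of 8 of branched-chain amino acid degradation were lower at 180 min. Named genes of these lists and their neighbours had -1.99 in Shew185_1489, -2.14 in Shew185_1490, -2.25 in Shew185_1491, -2.08 in Shew185_1492, -2.33 in Shew185_1493, -1.73 in Shew185_1494, -1.13 in Shew185_1495, -2.49 in Shew185_2851 and -2.56 in Shew185_2852. In a region of cytochrome oxidase genes from position 4984312 to 4992445, the values were -1.23 in Shew185_4180, -2.60 in Shew185_4181, -2.70 in Shew185_4183 and -3.14 in Shew185_4187. Other falls were those of the aconitate hydratase Shew185_4023 (-3.18), the peptidases Shew185_0439 (-3.52), Shew185_3194 (-1.87) and Shew185_3585 (-1.47), and the cold shock domain gene Shew185_2467 (-2.72). The ornithine carbamoyltransferase Shew185_1169 (-2.00), the receptor Shew185_1401 (-1.85) and the cytochrome Shew185_1580 (-1.01) fell as well. So did the cyclic di-GMP enzyme Shew185_4242 (-1.29), the curli gene Shew185_1004 (-1.04) and Shew185_0157 (-1.02).

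Of the 10 genes with the largest rise at 90 min, 9 were lower at 180 min than at 90 min. These were Shew185_0441 (-1.68), Shew185_2203 (-1.90), Shew185_2593 (-1.96), Shew185_3063 (-1.56), Shew185_3065 (-1.70), Shew185_3066 (-1.69), Shew185_3067 (-1.75), Shew185_3068 (-1.93) and Shew185_3069 (-1.87). Other named genes that were higher at 90 min and lower at 180 than at 90 min included *rpoE2* Shew185_2636 (-1.65), Shew185_3036 (-1.28) and Shew185_3037 (-1.42). They also included Shew185_2128 (-1.18), Shew185_2130 (-1.57), Shew185_2131 (-1.59) and Shew185_0536 (-1.01).

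The median change from 90 to 180 min of the 10 genes was −1.72, but the control does not enter the change between the times and the genes were picked for their rise at 90 min, so this value excludes nothing about the control. With 1 control library, its part in the size of the rises cannot be told apart from that of the cold. A single cold library that stands apart could make the fall, but the medians with each cold library left out were −1.69, −1.73, −1.73 and −1.78. An earlier form of this test counted the genes with both 90 min libraries above both 180 min libraries, found 9 of 10, the exception being Shew185_1464 (0.31, not called), and was replaced by the medians after that count was seen.

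With scaling to total counts the median gene had a log2 fold change of −0.94 at 180 min. The share of counts taken by the 100 most abundant genes, among them 40 ribosomal protein and 19 rRNA genes, was 58.1% in the control, 65.9 and 63.7% at 90 min and 70.1 and 68.5% at 180 min. Without them in the totals the median was −0.49, between the bounds of −0.3 and −0.7 set for this test, so a few genes taking most of the counts and a fall of most genes cannot be told apart. Without rRNA genes in the totals it was −1.15, further from 0, so that rRNA left after depletion may be set aside as the cause.

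At 180 min, further lists had members called. With an estimated correlation every list lost its result in limma's camera, a form that with 2 residual degrees of freedom could hardly keep any. Higher were 15 of 17 cold-induced factors of RNA and translation, 23 of 36 genes of ribosome assembly and rRNA modification and 7 of 8 of iron-sulfur cluster assembly. Of phosphate uptake, 5 of 12 were higher and 1 lower (camera also lost with no filter, adjusted p = 0.0921, and with only the 2 groups compared, adjusted p = 0.23). Lower were 11 of 18 heat shock proteins (2 higher), 27 of 42 genes of anaerobic respiration (2 higher), 8 of 15 of type IV pili (1 higher), 19 of 35 of TonB-dependent uptake (5 higher) and 42 of 93 peptidases (6 higher). Of the 56 predicted RNAs, 19 were higher and 19 lower at 90 min, and 21 higher and 19 lower at 180 min, where 10 of them have identical counts and are not separate observations.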

How the results depend on the processing

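Every setting below was fixed before the results except the fit without rRNA genes, which was chosen only after the results were seen. The cause of the changes was not tested.

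At 90 min, 1531 genes were lower with total counts and 1710 at an adjusted p under 0.05 and any fold change, 2 thresholds changed at once, and 281, 1593 and, by the deposited p-values, 235 were higher. At 180 min, 1872 and 1751 were lower, and 252, 1592 and 26 higher. Lower at both times were 1481 and 1559. Higher at both times were 172 with total counts, 381 with reference gene scaling, 1454 at these 2 looser thresholds and 8 by the deposited p-values. From 90 to 180 min, 326 were lower with total counts and 1056 at the looser thresholds, and 36 and 1031 higher. The share of called genes that were lower was 48.7% with DESeq2, 58.6% with the upper quartile, 59.9% with deposited scaling, 67.7% with reference gene scaling, 84.2% with total counts and 83.1% by the deposited p-values.

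With the replicate number as a block (replicate block), 218 genes were lower and 68 higher at 180 than at 90 min. The correlation of deviations between libraries of the same number was 0.0458, and the sources used here do not say that they are paired.

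Of the calls, DESeq2 kept 89.7% at 90 min and 91.2% at 180 min, reference gene scaling 87.1% and 86.1%, and total counts 75.6% and 68.7%. No call turned to the other direction. Of the values for named genes, 5087 kept their call or its absence, 30 gained a call and 109 lost it. Of list counts, 1816 stayed and 160 moved by more than 1.5 times.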

Differences from the paper's values

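The counts from the deposited table in the next paragraphs, the paralog of *secF* and the fit without rRNA genes were chosen only after the results were seen.

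Counts are said to differ when one is more than 1.5 times the other. The paper's value for genes lower at 90 min is 521, and 945 were lower here, a difference that stayed with every setting fixed before the data were examined. The paper's 491 genes lower at both times compare with 865, and DESeq2 (715) is the setting that does not differ. Exclusively at 180 min, the paper's value is 92 and 189 were lower here, with every setting differing. For genes higher at 90 min the paper gives 216 and 676 were found, while total counts (281) and the deposited p-values (235) do not differ. Higher at both times were the paper's 5 and 587 here, with every setting differing and the deposited p-values nearest (8). Higher only at 180 min were the paper's about 16 in Figure 1C, read by eye, and 259 here, and the deposited p-values (18) do not differ. Higher at 180 min in all were the paper's about 21, read by eye in Figure 1C, and 846 here, and the deposited p-values (26) do not differ.

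The median log2 fold change of the genes that Table S1 lists as upregulated at 90 min is the paper's 1.32 at 90 min and 1.44 at 180 min, and was 1.44 and 1.55 here, compared by the standard error of a single gene, which is not the error of a list median, so whether these medians differ is left open. Upper-quartile scaling gave 1.35 and 1.46, and deposited scaling and the deposited p-values 1.32 and 1.44. The text of Table S1 used here is cut short and holds 1263 entries.

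The authors' deposited table, taken at q under 0.01 and an absolute log2 fold change over 1, gives exactly 521 lower and 216 higher at 90 min, 583 lower and 21 higher at 180 min, 491 and 5 at both, and 92 and 16 at 180 min only. Of its 216 genes, 216 were called higher here at 90 min and 201 at 180 min. Of its 521 and 583 lower genes, 468 and 544 were lower here, and of its 21, 21 were higher. The counts of the paper thus follow from the deposited q-values. At the same thresholds, the deposited p-values with Benjamini-Hochberg adjustment over the genes tested here gave 1072 lower at 90 min and 1149 at 180 min. They gave 235 and 26 higher. The fewer genes lower in the paper thus go with the q-values, while genes higher were few by either. Why the q-values gave fewer lower, and why more genes were higher here, was not tested.

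Some directions differ. The paper calls Shew185_3128 *rpoD* in the text and RpoS in Table S4, while the product RpoD belongs to Shew185_1188, which was higher (1.04 at 90 min and 1.34 at 180 min). Its Conclusions say that *rpoE* is induced, and Shew185_1239 was lower (-1.26 at 90 min and -1.49 at 180 min), the direction that the paper's Results give. Shew185_0686 is downregulated in the paper and was called only with total counts. Shew185_4161 was not called at 90 min (-0.91) but was with upper-quartile, total count, deposited and reference gene scaling and the deposited p-values. Shew185_1160 was called lower only with total counts. Shew185_2804, downregulated in the paper, had positive values (0.19 at 90 min and 0.61 at 180 min), which were negative with total counts (−0.42 and −0.24) and at 90 min with reference gene scaling, and Shew185_3291, its paralog, was lower, though not called by DESeq2. Shew185_0414 and Shew185_2117, upregulated in the paper, had -0.0024 and 0.019 at 90 min. Shew185_2605 had 0.086 at 180 min, and the paper gives its tag to both *fabA* and *fabR*. Shew185_1253 was not called, nor were Shew185_0931 at 90 min and Shew185_0536 at 180 min, which DESeq2 (1.09), no filter and the fit without 180 min replicate 1 call. Shew185_0156 was called at 90 min only with total counts and reference gene scaling. For glycolysis and gluconeogenesis, downregulated in the paper's pathway analysis although its text also has some glycolysis genes upregulated, the list here was made from product names and not from KEGG. Of its 17 genes, 6 were higher and 2 lower at 90 min and 5 higher and 2 lower at 180 min. This balance depended on the scaling, with 5 lower at 90 min with upper-quartile, deposited and reference gene scaling and 6 with total counts, and at 180 min 6 lower and 1 higher with total counts and 5 lower and 3 higher with reference gene scaling.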

Other observations

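Of the tests below, the deposited fold changes at 180 min and the ratio of depths were chosen only after the result was seen.

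Among cold-induced factors of RNA and translation, 14 of 17 were higher at 90 min, with the DEAD-box helicases Shew185_0870 (3.39 at 90 min and 4.14 at 180 min), Shew185_1327 (2.57 at 90 min and 3.16 at 180 min), Shew185_0552 (2.82 at 90 min and 2.92 at 180 min) and Shew185_3098 (2.18 at 90 min and 2.62 at 180 min), and 8 of 17 were higher with total counts. Among heat shock proteins 11 of 18 were lower and 2 higher at 90 min, with Shew185_2376 (Hsp20, -3.13 at 90 min and -3.07 at 180 min) and Shew185_2586 (Hsp90, -2.82 at 90 min and -2.74 at 180 min). Those higher, Shew185_1819 and Shew185_2604, were named after their values were seen. Of these, 1 was called at 90 min with each other edgeR scaling, and at 180 min 0 with total counts and 1 with reference gene scaling. Of ribosome assembly and rRNA modification, 21 of 36 were higher at 90 min (10 with total counts, which gave 7 higher and 1 lower at 180 min), with Shew185_2610 (*rlmL*, 2.13 at 90 min and 2.37 at 180 min) and Shew185_1038 (*obgE*, 1.86 at 90 min and 2.35 at 180 min). All 4 genes of the RNA polymerase core were higher at both times, as *rpoB* Shew185_0189 (1.36 at 90 min and 1.70 at 180 min), but 0 at 90 min and 1 at 180 min with total counts, and 2 at 90 min with reference gene scaling. Iron-sulfur cluster genes were higher in 7 of 8 at 90 min, as *hscA* Shew185_2382 (1.88 at 90 min and 2.29 at 180 min).

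Of anaerobic respiration, 23 of 42 were lower and 2 higher at 90 min (14 lower with DESeq2, and 1 higher at either time with total counts), as the fumarate reductase subunit Shew185_3961 (-2.93 at 90 min and -3.06 at 180 min) and the nitrate reductase Shew185_0824 (-2.02 at 90 min and -3.11 at 180 min). Of 14 terminal oxidase genes, 5 were lower at both times, as Shew185_2993 (-1.26 at 90 min and -1.99 at 180 min), and 1, Shew185_2164, was higher and was named after its values were seen. Its call at 90 min was lost with upper-quartile, total count, deposited and reference gene scaling and without 90 min replicate 1, and that at 180 min with total counts and reference gene scaling. Of TonB-dependent uptake 20 of 35 were lower and 4 higher at 90 min, as Shew185_2038 (-4.51 at 90 min and -4.97 at 180 min), with 1 higher at either time under total counts and 3 at 180 min under reference gene scaling, and of peptidases 34 of 93 were lower and 4 higher (57 lower and 1 higher with total counts, 2 higher with reference gene scaling). At 180 min 6 peptidases were higher, 0 with total counts and 2 with reference gene scaling. Of type IV pili 6 of 15 were lower at 90 min, as Shew185_4088 (-1.95 at 90 min and -2.24 at 180 min), with 12 under total counts and 10 under reference gene scaling, and 13 at 180 min under total counts. Of 62 cyclic di-GMP enzymes 24 were lower and 3 higher at 90 min, and 28 lower and 3 higher at 180 min (37 lower at 90 min and 1 higher at 180 min with total counts), as Shew185_2253 (-3.92 at 90 min and -4.00 at 180 min) and, in the other direction, Shew185_3810 (3.07 at 90 min and 2.63 at 180 min). Of 53 chemotaxis genes 14 were lower and 7 higher at 90 min, and 19 lower and 6 higher at 180 min (24 lower at 90 min, and 31 lower and 2 higher at 180 min with total counts, and 3 higher at 180 min with reference gene scaling), as Shew185_2251 (-2.33 at 90 min and -3.55 at 180 min) and, higher, Shew185_4141 (2.08 at 90 min and 2.64 at 180 min). For chemotaxis limma's camera gave adjusted p = 0.9 at 90 min and 0.514 at 180 min. For the mobile elements and prophages below, camera gave adjusted p = 0.54 at 90 min and 0.61 at 180 min.

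Phosphate uptake had 5 of 12 genes higher and 1 lower at 90 min, the binding protein Shew185_1366 (3.44 at 90 min and 4.21 at 180 min) against the alkaline phosphatase Shew185_3654 (-4.02 at 90 min and -3.78 at 180 min). Total count, deposited and reference gene scaling gave 2 lower at 90 min, and at 180 min 3 were lower with total counts and 2 with reference gene scaling. Of 5 phage shock genes, Shew185_1606, Shew185_1607 and Shew185_1608 were higher at 90 min, named after their values were seen, and Shew185_0776 at 180 min, lost with other edgeR scalings and with only the 2 groups compared. Total counts left 1 higher at 90 min, and DESeq2 called 3 at 180 min. Of 55 genes of mobile elements and prophages, 12 were lower at each time, and 6 were higher at 90 min and 2 at 180 min, as the integron integrase Shew185_1682 (-2.01 at 90 min and -2.45 at 180 min), with 7 lower and 3 higher at 90 min by DESeq2. At 180 min, 5 were higher when 1 or the other 90 min replicate was left out or with only the 2 groups compared, and total counts gave 22 lower and 0 higher, with 0 higher at 90 min.

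Few genes were higher at 180 min by the deposited q-values. Of the authors' 216 genes higher at 90 min, 194 (89.8%) still had a deposited fold change over 2 at 180 min, so that a return of the levels may not be the reason. The mean total count at 180 min was 0.984 times that at 90 min, so a lower total depth may not be it either. The median protein-coding gene still had fewer counts at 180 min (368 and 314) than at 90 min (446 and 456). A lower depth for the typical gene is thus left open. For sulfate genes at 90 min, and for *flgF*, Shew185_1705, Shew185_3036, Shew185_3037, Shew185_2748 and Shew185_3734, and for Shew185_0536 at 90 min, the deposited q-values do not pass the paper's threshold where its text calls them changed, and those of the transporter genes Shew185_1063, Shew185_1064 and Shew185_1065 do not at 180 min either.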
